# Reversible dysregulation of renal circadian rhythm in lupus nephritis

**DOI:** 10.1186/s10020-021-00361-9

**Published:** 2021-09-06

**Authors:** Rakesh Mishra, Ramalingam Bethunaickan, Celine C. Berthier, Zhengzi Yi, Joshua J. Strohl, Patricio T. Huerta, Weijia Zhang, Anne Davidson

**Keywords:** SLE, Nephritis, Kidney, Circadian

## Abstract

**Background:**

We have found disruption of expression of major transcriptional regulators of circadian rhythm in the kidneys of several mouse models of lupus nephritis. Here we define the consequence of this disturbance with respect to circadian gene expression and renal homeostatic function in a mouse model of lupus nephritis.

**Methods:**

Molecular profiling of kidneys from 47 young and 41 nephritic female NZB/W F1 mice was performed at 4 hourly intervals over a 24 h period. Disruption of major circadian transcriptional regulators was confirmed by qPCR. Molecular data was normalized and analyzed for rhythmicity using RAIN analysis. Serum aldosterone and glucose and urine sodium and potassium were measured at 4 hourly intervals in pre-nephritic and nephritic mice and blood pressure was measured every 4 h. Analyses were repeated after induction of complete remission of nephritis using combination cyclophosphamide and costimulatory blockade.

**Results:**

We show a profound alteration of renal circadian rhythms in mice with lupus nephritis affecting multiple renal pathways. Using Cosinor analysis we identified consequent alterations of renal homeostasis and metabolism as well as blood pressure dipper status. This circadian dysregulation was partially reversed by remission induction therapy.

**Conclusions:**

Our studies indicate the role of inflammation in causing the circadian disruption and suggest that screening for loss of normal blood pressure dipping should be incorporated into LN management. The data also suggest a potential role for circadian agonists in the treatment of lupus nephritis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-021-00361-9.

## Introduction

Circadian rhythm is a universal phenomenon by which organisms anticipate and respond to environmental changes by regulating sleep and feeding patterns, blood pressure, metabolism, detoxification and response to pathogens. Regulation of circadian behavioral rhythms is orchestrated by a “central clock,” located in the hypothalamus (Honma 2018; Mohawk et al. 2012). Core clock genes and machinery are also present in peripheral tissues (Mohawk et al. 2012) and up to 10% of cellular transcripts in any given organ oscillate in a circadian manner (Lamia et al. 2008; Panda et al. 2002).

At a molecular level, circadian rhythms are controlled by a set of core clock genes that regulate their own expression through a series of feedback loops. Clock and Bmal1 are master transcription factors that form heterodimers to induce the expression of *Per* and *Cry* genes. Per and Cry proteins translocate to the nucleus to repress *Clock /Bmal1* transcription; thus, the master clock genes inhibit their own transcription in a periodic fashion. Bmal1 and Clock also regulate the nuclear receptor genes *Ror* that activates and *Rev-erbα* (*Nrd1*) that represses *Bmal1* transcription. These core genes control the expression of many other genes which drive cascades of rhythmic gene expression (Stow and Gumz 2011; Reddy and O'Neill 2010; Levi and Schibler 2007; Kyriacou and Hastings 2010; Feng and Lazar 2012; Bechtold et al. 2010).

Renal circadian regulation influences renal blood flow, glomerular filtration rate and electrolyte excretion (Stow and Gumz 2011; Saifur Rohman et al. 2005; Firsov and Bonny 2018; Douma and Gumz 2018; Johnston and Pollock 2018; Carriazo et al. 2020). Dysfunction of renal excretory rhythms can alter renal sodium reabsorption; this is associated with loss of the normal nocturnal dip in the blood pressure which is a risk factor for cardiovascular disease and a significant predictor of chronic kidney disease (CKD) (Agarwal and Light 2009; Bankir et al. 2008; Burnier et al. 2007). There is also a link between clock output genes and drug detoxification in both the liver and kidneys with implications for delivery of therapeutic drugs (Gachon et al. 2006; Bowles et al. 2018).

In the course of molecular profiling studies of kidney mRNA from three mouse models of lupus nephritis (LN) using samples collected in the mornings we found altered expression of transcriptional regulators of circadian rhythm in nephritic kidneys (Bethunaickan et al. 2013). Here we ask whether this abnormality disrupts expression of diurnally regulated renal cellular transcripts and whether there are functional consequences with respect to homeostatic renal excretory rhythms.

## Materials and methods

### Mice

Mice were housed in our vivarium and maintained under conditions of 12 h light/dark periods and followed for the onset of proteinuria as previously described (Ramanujam et al. 2006; Schiffer et al. 2008). Groups of young and nephritic mice were moved to the reverse light cycle room for serum and urine collections and were acclimated for 2 weeks (Munn et al. 2011) prior to any experiments. We harvested perfused whole kidneys from 12 week old and nephritic 30–45 week old NZB/W (2–3 weeks after the onset of 300 mg/dl proteinuria and blood urea nitrogen < 25 mg/dl) mice at 4 h intervals over 24 h. To control for the general effects of age on renal circadian rhythms, kidneys were obtained from four 12-week-old and 36-week-old C57BL/6 mice at Zeitgeber time (ZT) 0 and 12 (Additional file 1: Table S1). To further control for age in the correct strain, nephritic mice aged 36–50 weeks were treated with triple CTLA4Ig, anti-CD40L and cyclophosphamide therapy from 48 to 72 h after first onset of fixed proteinuria > 300 mg/dl as previously described (Schiffer et al. 2003). Proteinuria was measured weekly and mice that maintained remission (proteinuria ≤ 30 mg/dl) were harvested after 8 weeks either at ZT0 or ZT12. For timed urine collections, mice were housed in their own cages on urine hydrophobic sand (Braintree, MA) (Hoffman et al. 2018) with gel food and gel water for up to 12 h. Urine was collected without disturbing the mice and pooled over several days for each timed collection.

### Blood pressure

Blood pressure was measured longitudinally in groups of young and nephritic mice using a CODA monitor (Kent Scientific, Torrington, CT) according to manufacturers’ instructions. After a 3 day period of acclimation to the apparatus, the same operator gently placed the mice in restrainers and warmed them to 35 °C for 15 min prior to measuring blood pressure. 10 cycles were measured at each time after 5 cycles of acclimation. Measurements in the dark cycle were made in a room with a red light so that the mice were not exposed to ambient light. Blood pressure measurements were performed no more than twice per individual mouse in each 24 h period and were carried out over 3–5 days.

### Measurement of mouse motor activity

Each animal was individually housed in a square-base plain chamber (40 cm side, 40 cm high) containing bedding, similar to that of the home cage as well as food and water. The chamber was located in a dedicated, quiet space without confounding external stimuli. A 50-W orange-red light bulb illuminated the chamber from above. A miniature near infrared video camera (CV502-MB, Marshall Electronics) was mounted above the chamber and connected to a 4-channel high definition video capture card (DeckLink Duo 2, Blackmagic Design). After a period of acclimatization, video was recorded at 30 frames per second with a resolution of 1920 × 1080 pixels with video tracking software (Wirecast 7 Pro, Telestream) and saved to disk in.mp4 file format. Captured videos were then analyzed using a behavioral tracking software (Ethovision XT 11.5, Noldus), which tracked the activity level of the mouse on a frame by frame basis. Data was expressed as the percentage of time that the mice were active per 30 min interval.

### Microarray and RNA sequencing

Total RNA was isolated from perfused mouse kidneys using TRIzol reagent (Ambion, Life Technologies). Quality of the RNA was verified on a NanoRNA chip (Agilent, Santa Clara, CA). 42 samples were run on microarray, 46 samples were run on RNASeq and 15 samples, all at ZT times 0 and 12 were run on both platforms (See Additional file 1: Table S1).

Microarray experiments using the Illumina MouseRef-8 v2.0 Expression BeadChip were performed on total RNA following standard protocols provided by the manufacturer (Illumina Inc. San Diego, CA). Whole-Genome Gene Expression Direct Hybridization assay was applied to RNA samples starting with 100 ng of total RNA for hybridization to the chips. The chips were scanned by HiScanner (Illumina Inc) and the background-subtracted intensity data was extracted by GenomeStudio Informatics System. The genes with low intensity (lowest 30% quantile of intensity values of all genes in all samples) in > 2/3 of the samples were excluded and the intensities of the remaining genes were log2 transformed and normalized at an equal global median value. Data has been submitted to GEO with the following accession number: GSE131894.

Paired-end sequencing with 150 bp read length was carried out on 73 RNA samples on HiSeq 4000 (Illumina Inc.) sequencer. The libraries were generated according to manufacturers’ protocol: Briefly, mRNA was isolated from 2 µg of total RNA using oligo-dT magnetic beads and fragmented at high temperature. A cDNA library was then prepared from the fragmented mRNA by reverse transcription, second strand synthesis and ligation of specific adapters. Next generation sequencing was performed on Illumina HiSeq 4000 (Illumina Inc.) with single-ended 150 read cycles. Image analysis and bases calling was conducted in real-time by the Illumina analysis pipeline.

Good quality reads were aligned to several human reference databases including mouse genome (build 10 mm), exon, splicing junction segment and contamination database including ribosome and mitochondrial sequences using Burrows Wheeler alignment algorithm (Li and Durbin 2009). After filtering, the reads that were uniquely aligned to the exon and splicing-junction segments with a maximum of 2 mismatches for each transcript were then counted for each corresponding transcript. The genes with a read count of less than 100 across all samples were excluded. The read counts of remaining genes were log2 transformed and normalized at an equal global median value.

Both microarray analysis and RNASeq are validated methods for transcriptomic profiling with good concordance; RNASeq has a wider dynamic range and may identify more differentially expressed genes (Zhao et al. 2014; Rao et al. 2018). Before merging microarray and RNA sequencing data for downstream circadian rhythm analysis, the microarray and RNA sequencing data were each subjected to median center normalization. The data of the common genes for both microarray and RNA sequencing were merged and further normalized by quantile normalization approach. Finally, batch correction was performed between microarray and RNA sequencing data using ComBat (Johnson et al. 2007) to eliminate technical variation. These normalization steps minimized the technical variations as evident for the 15 samples with both microarray and RNA sequencing data (Additional file 1: Figure S1A, B), or all the samples (Additional file 1: Figure S1C, D) and provided more robust statistical significance (Pariollaud et al. 2018). Spearman’s correlation coefficients for the 15 samples that were run on both platforms are shown in Additional file 1: Figure S1E.

To identify patterns of circadian rhythm from 6-time intervals over a 24 h period, ANOVA test was first performed to identify differentially expressed genes across intervals at an adjusted *p* value of ≤ 0.05 (2319 genes in young mice and 860 genes in nephritic mice). 

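Kidney RNA of NZB/W mice, an F1 hybrid strain that develops lupus nephritis, was sequenced in 30 young mice aged 12 weeks and 27 nephritic mice aged 30 to 45 weeks. Young mice were collected in groups of 7, 4, 4, 7, 4 and 4 at ZT0, 4, 8, 12, 16 and 20, and nephritic mice in groups of 7, 4, 4, 6, 3 and 3. The authors aligned the reads with the Burrows-Wheeler algorithm and deposited whole-number read counts per gene symbol without normalization. Total counts per mouse ranged from 25257530 to 35744843 (median 30300721) in young mice and from 26596500 to 48075977 (median 33047149) in nephritic mice. The paper merged RNASeq with microarray data by quantile normalization and ComBat before testing. The microarrays are not analysed here, and the values given come from RNASeq alone. Genes with at least 100 counts over the mice of a fit were kept, and counts were scaled by edgeR's TMM method. Differences over the 6 time points were tested within each group with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment, with the RNASeq set of Table S1 as a covariate. Set 1 held 6 young and 5 nephritic mice, all of ZT0 and ZT12. Of 16521 genes tested in young mice, 6583 passed an adjusted p of 0.05, and of 16872 tested in nephritic mice, 3646 passed. The alternative that moved the nephritic count most was a cosinor test, which fits a 24 h cosine and sine in place of separate time points and left 362 genes. In a joint fit of both groups with a shared dispersion, 3721 genes were rhythmic in young and 4859 in nephritic mice, the reverse order. A shared dispersion is too strict for the group with less spread between mice and too lenient for the other.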

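A rank test for a rise and fall over the day, written for these data in the manner of RAIN, which itself was not used here, was run on log2 CPM, counts scaled to library size, of the genes past the test over time points. Its p came from 100000 random orders of the ranks. Both tests were passed by 5665 genes in young mice, 86.1% of those past the first test, and by 1349 genes in nephritic mice, 37.0% of those past the first test.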

The RAIN test was furthered performed to identify the genes with a circadian rhythm pattern (2262 genes in young mice and 755 genes in nephritic mice—Additional file 1: Figure S2A) (Thaben and Westermark 2014). The enriched biological functions of the genes with circadian rhythm pattern at different time intervals were determined using Reduce and Visualize Gene Ontology (REVIGO) algorithm (Supek et al. 2011). 

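The inflammatory genes measured were Il1b, Ccl2, Ccl5, Cd14, Cxcl10 and Tnf, and the injury genes were Vcam1, Timp1 and Lcn2. Lcn2 was 3.80 ± 3.06 CPM (SD, n = 30) in young mice and 129.5 ± 168 CPM (SD, n = 27) in nephritic mice. Averaged over the day, its log2 change was 4.95 (SE 0.43, adjusted p = 2.2e-14). All 9 genes were higher in nephritic mice, with the smallest log2 change in Cxcl10, 2.06 (SE 0.15, adjusted p = 2.7e-17). Remission mice were compared with the 13 nephritic mice of ZT0 and ZT12. In 7 remission mice, without ZT12 mouse s9, whose ratios lie nearest those of Table S4, all 9 genes were lower and 6 of them passed the threshold. Lcn2 fell by 2.89 (SE 0.97, adjusted p = 0.0288) and Ccl2 fell by 2.35 (SE 0.55, adjusted p = 0.00349), while the adjusted p of Tnf was 0.0581, of Il1b 0.217 and of Ccl5 0.258. Over all 8 labelled remission mice, 7 of the 9 genes passed. There Lcn2 fell by 2.93 (SE 0.90, adjusted p = 0.0159), Ccl2 fell by 2.25 (SE 0.50, adjusted p = 0.0019) and Tnf fell by 1.08 (SE 0.39, adjusted p = 0.0346). The remission mice were sequenced in a run of their own. With a run covariate bridged by the 4 mice sequenced in both runs, 5 of the 9 passed, but the repeat of 1 of these mice, RX11RU, lies nearer another mouse than its own original. In the test over time points, Cd14 (adjusted p = 1.3e-05), Lcn2 (0.00023), Il1b (0.0109) and Vcam1 (0.0265) passed in young mice, and Tnf (0.00806) passed in nephritic mice. The highest young value of Lcn2 was 17.3 CPM, far above its mean, so 1 mouse may weigh heavily in its pass.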

Inflammatory genes and genes that reflect injury of stromal cells (Bethunaickan et al. 2014; Berthier et al. 1950) did not manifest a circadian pattern of expression and differences between young and nephritic mice and between nephritic and remission mice confirmed the presence of renal injury and inflammation in the nephritic mice and the induction of remission (Additional file 1: Figure S2B, C).

### ELISA for Bmal1 and Per2

Snap frozen kidney was homogenized in RIPA buffer containing 1X protease inhibitor cocktail (Roche, Indianapolis, IN). After centrifugation at 19,000 *g* for 10 min at 4 °C, the supernatant was collected and the protein concentration was determined using a BCA protein assay. Fine adjustment of protein concentration was made based on the concentration of β-actin as determined by ELISA using 1:500 anti-β actin (Anti-beta Actin antibody ab8227, Abcam Cambridge, MA) in PBS to coat the plates and 1:1000 (HRP-conjugated beta Actin antibody, Proteintech, Rosemont, IL) as secondary antibody. Plates (Falcon Labware, Lincoln Park, NJ) were coated with antibodies to Bmal1 (NBP1-28802, Novus Biologics Centennial, CO) diluted at 1:500 or Per2 at 1:1000 (bs-3927R, Bioss Antibodies, Woburn, MA) in PBS overnight at 4 °C. After blocking with PBS/3% BSA, the plates were incubated with serial dilutions of kidney lysate starting at 1:3 dilution in PBS/1% BSA for 1 h at 37 °C, followed by incubation with either 1:100 anti-Bmal1 HRP (sc-365645, Santa Cruz Biotechnology, Dallas, TX) or anti-Per2 polyclonal antibody diluted at 1:5000 (AB5428P, Millipore, Burlington, MA) in PBS/1% BSA and then a 1:1 substrate solution of hydrogen peroxide and tetramethylbenzidine (R&D Systems, Minneapolis, MN) to generate the colorimetric reaction. The plates were quenched and immediately read on the plate reader at 405 nm. A liver lysate from a BMALtg mouse was run in serial dilution on each plate as a quantitation control. To confirm the validity of the ELISA, lysate from a BMAL1 deficient mouse (a gift from Dr. Garret FitzGerald, University of Pennsylvania) was used as a negative control for Bmal1. No background activity was observed in the BMAL1 deficient lysate. Because BMAL deficient mice have high levels of Per2, this lysate was also used as the positive control for titration of Per2 levels.

### Serum and urine analytes

Urine Na and K levels were measured by Jackson Laboratories (Bar Harbor, ME). Serum and urine glucose were measured using a glucometer (ThermoFisher Scientific, Parsippany-Troy Hills, NJ). To correct for variations in urine dilution between samples, ratios of Na/creatinine and K/creatinine were calculated (Lee et al. 2013; Dyer et al. 1998; Mann et al. 2012; Koo et al. 2015). Creatinine was measured using a chromagenic assay (ThermoFisher Scientific). Serum and urine aldosterone were measured using a commercial inhibition ELISA assay (ENZO Life Sciences, Farmingdale, NY, USA) according to the manufacturer's instructions. Urine pH was measured using a pH Micro Electrode (Fisher Scientific).

### Quantitative PCR

5ug of RNA was reverse-transcribed with SuperScript II reverse transcriptase (Invitrogen Life Technologies, Carlsbad, CA). Amplification was performed in triplicate using SYBR Green PCR Master Mix (Roche Diagnostics, Tucson, AZ) and specific primers in a LightCycler480 (Roche Diagnostics). Dissociation curve analysis confirmed amplification of one specific product per primer pair. PCR primers were as follows: Avpr1a Forward primer 5’ gggataccaatttcgtttgg 3’; Reverse primer 5’ aagccagtaacgccgtgat 3’; Bmal1 Set 1: Forward primer 5’ gccccaccgacctactct 3’; Reverse primer 5’ tgtctgtgtccatactttcttgg 3’; Set 2: Forward primer 5’ ccaagaaagtatggacacagacaaa 3’; Reverse primer 5’ gcattcttgatccttccttggt 3’; Clock Forward primer 5’ ccagtcagttggtccatcatt 3’; Clock Reverse primer 5’ tggctcctaactgagctgaaa 3’; Per1 Forward primer 5’ gcttcgtggacttgacacct 3’; Per1 Reverse primer 5’ tgctttagatcggcagtggt 3’; Per2 Set 1: Forward primer 5’ gcttcgtggacttgacacct 3’; Reverse primer 5’ tgctttagatcggcagtggt 3’; Per2 Set 2: Forward primer 5’ cagcacgctggcaaccttgaagtat 3’; Per2 Reverse primer 5’ cagggctggctctcactggacatta 3’; Per3: Forward primer 5’ cataccaggtgcccgaga 3’; Per3 Reverse primer 5’ gctgctgttccatgctctg 3’; Rev-erbα Forward primer 5’ cagcatgatcaggtcaatctgt 3’; Rev-erbα Reverse primer 5’ agcaaatcgtaccattaaaacctc 3’; Avpr2: Forward primer 5’ ctggtgtctaccacgtctgc3’; Avpr2 Reverse primer 5’ ggtctcggtcatccagtagc 3’.

### Statistics

Comparisons between groups were performed using 2-tailed Mann Whitney analysis for 2 group comparisons or Kruskal–Wallis one-way analysis of variance for ≥ 3 group comparisons. Circadian rhythmicity was evaluated using Cosinor analysis (Moškon 2020) https://cosinor.online/app/cosinorOutput.php. A *p* value less than 0.05 was considered statistically significant.

### Ethical approval information

The study was approved by the Feinstein Institute IACUC (Protocol 2015-031).

## Results

### Nephritic mice have a profound disturbance of diurnal variation of multiple renal genes

Diurnal expression of Bmal1and Per2 followed the normal pattern (Gachon et al. 2006; Zhang et al. 2014) in young NZB/W mice but was dysregulated in nephritic mice (Fig. 1A–D). Expression of other transcriptional regulators including *Per1, Per3, Clock* and, to a lesser extent, *Rev-erbα* (*Nr1d1*) and *Cry1* was also perturbed in the nephritic mice (Additional file 1: Figure S3A, B). 

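The clock genes were read from the RNASeq counts of the 30 young and 27 nephritic mice. Bmal1, listed by its symbol Arntl, lies on chromosome 7 of GRCm38 from 113178471 to 113314126. In young mice it was 39.7 ± 7.41 (SD, n = 7) CPM at ZT0 and 3.18 ± 0.842 (SD, n = 7) CPM at ZT12, and in nephritic mice 26.3 ± 5.83 (SD, n = 7) and 10.6 ± 3.61 (SD, n = 6) CPM. Its amplitude in a 24 h cosine fit on log2 CPM was 2.52 (SE 0.16) in young and 1.38 (SE 0.19) in nephritic mice. The difference in rhythm itself was tested through the group by time terms of an edgeR fit over both groups. It passed for Arntl (adjusted p = 4e-06), Per2 (0.00906) and Per3 (0.00016) and did not pass for Per1 (0.0634), Clock (0.0845), Nr1d1 (0.115) or Cry1 (0.133). The amplitude of Per1 was 1.12 (SE 0.15) in young and 0.50 (SE 0.20) in nephritic mice, that of Nr1d1 was 2.26 (SE 0.11) and 1.92 (SE 0.22), and that of Cry1 was 1.89 (SE 0.10) and 1.52 (SE 0.19). All 7 genes varied over the time points in young mice, and all but Per1 (adjusted p = 0.0842) did in nephritic mice. The paper states that these regulators were perturbed in nephritic mice, Nr1d1 and Cry1 to a lesser extent.

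**Figure D1:**
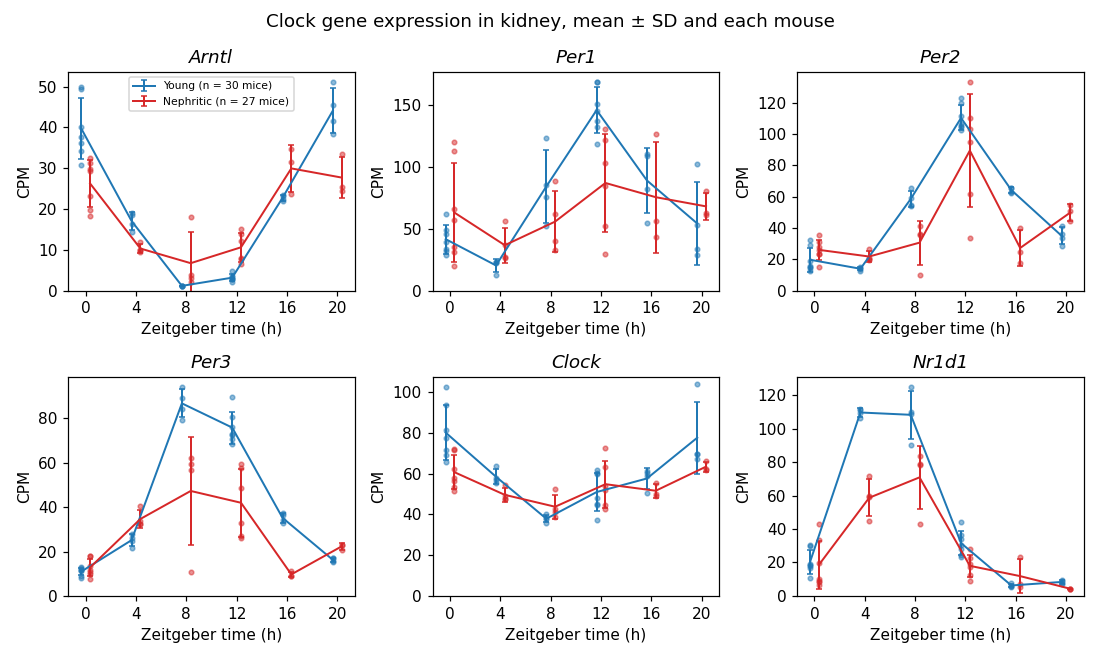
CPM of 6 clock genes against Zeitgeber time in h in 30 young mice (blue) and 27 nephritic mice (red). Points are single mice and lines join the means with bars of 1 SD. The mean of Arntl is 39.7 CPM at ZT0 in young mice and 26.3 CPM in nephritic mice.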

Most circadian genes identified in young mice manifested a dampened pattern in the nephritic mice (Fig. 1E, F). 

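Among the 6522 genes rhythmic in young mice and tested in both groups, 5099 (78.2%) had a lower cosine amplitude in nephritic mice. The median ratio of nephritic to young amplitude was 0.624, with quartiles of 0.398 and 0.934. The result depended on the measure of amplitude. With the range between the highest and lowest time-point means in its place, the median ratio was 1.00. Choosing genes for their rhythm in young mice lowers the ratio by itself: when mice were exchanged between the groups within time point and set, the median over 99 exchanges was 0.878. A ratio as low as the real one was reached in 2 of 100 assignments, the real one included. The exchanged groups had a median of 420 rhythmic genes, where 6522 were compared in the real groups. The exchanges thus selected a different set of genes, and neither value measures the effect of the choice on the 6522 genes. Genes rhythmic in nephritic mice had a median ratio of young to nephritic amplitude of 1.13. The difference in rhythm passed for 1099 genes, of which 793 were rhythmic in young mice. Of the 1099, 595 had a lower amplitude in nephritic mice.

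**Figure D2:**
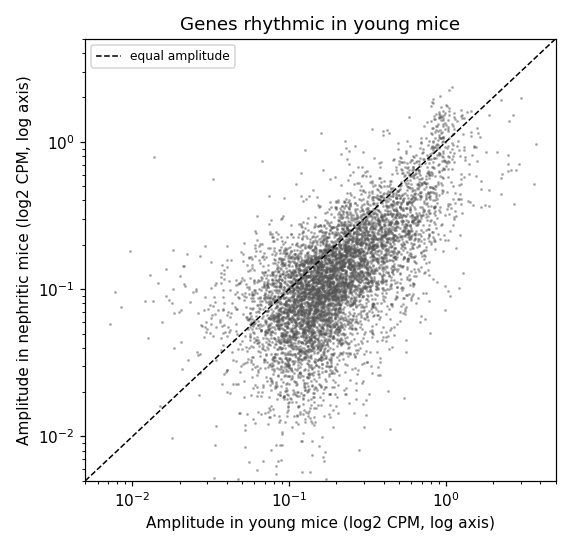
Cosine amplitude on log2 CPM in young mice (x axis) and nephritic mice (y axis), both on log axes, for genes rhythmic in young mice. Each point is a gene, the dashed line marks equal amplitude, and 78.2% of the genes lie below it.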

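By the test over time points, 8242 genes were rhythmic in young or nephritic mice and 1987 in both. The time point with the highest set-adjusted mean was the same in both groups for 564 of the shared genes (28.4%), 4 h apart for 670 and 8 h or more apart for 753. With the rank test required as well, 6380 genes were rhythmic in either group and 634 in both, of which 237 peaked together, 266 peaked 4 h apart and 131 peaked 8 h or more apart.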

Only 364 of 2653 diurnally regulated genes were shared between young and nephritic mice; of these 140 peaked at the same time and another 158 within 4 h with the rest being 8 or more hours off-cycle. 

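In nephritic mice, 1659 genes passed the test over time points that did not pass it in young mice. Of these, 1225 had an unadjusted young p above 0.05, 68 had too few counts to be tested in young mice, and 217 passed the test of a different rhythm. Their median cosine amplitude in nephritic mice was 0.14 on the log2 scale. The 1987 shared genes had a median of 0.15 in nephritic mice, and genes rhythmic in young mice one of 0.19 in young mice. The largest amplitudes among the nephritic-only genes were those of Cyp2b10 at 1.85 (SE 0.35), Ctla4 at 1.58 (SE 0.25), Thrsp at 1.57 (SE 0.35), Car3 at 1.46 (SE 0.26) and Cxcl13 at 1.45 (SE 0.33). Cyp2b10, with a mean of 0.54 CPM in nephritic mice, missed the young threshold narrowly (adjusted p = 0.0501). The unadjusted young p over time points was 0.0374 for Ctla4, 0.0305 for Car3, 0.11 for Thrsp and 0.178 for Cxcl13. By a rank test in the manner of RAIN, 715 genes were rhythmic in nephritic mice only, with a median amplitude of 0.37. Of the 5 genes named, Cyp2b10 alone passed the test of a different rhythm (adjusted p = 0.0211).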

391 genes were expressed in a circadian fashion only in nephritic mice, but their circadian variation was generally of low amplitude (Additional file 1: Figure S3A, B).

**Fig. 1:**
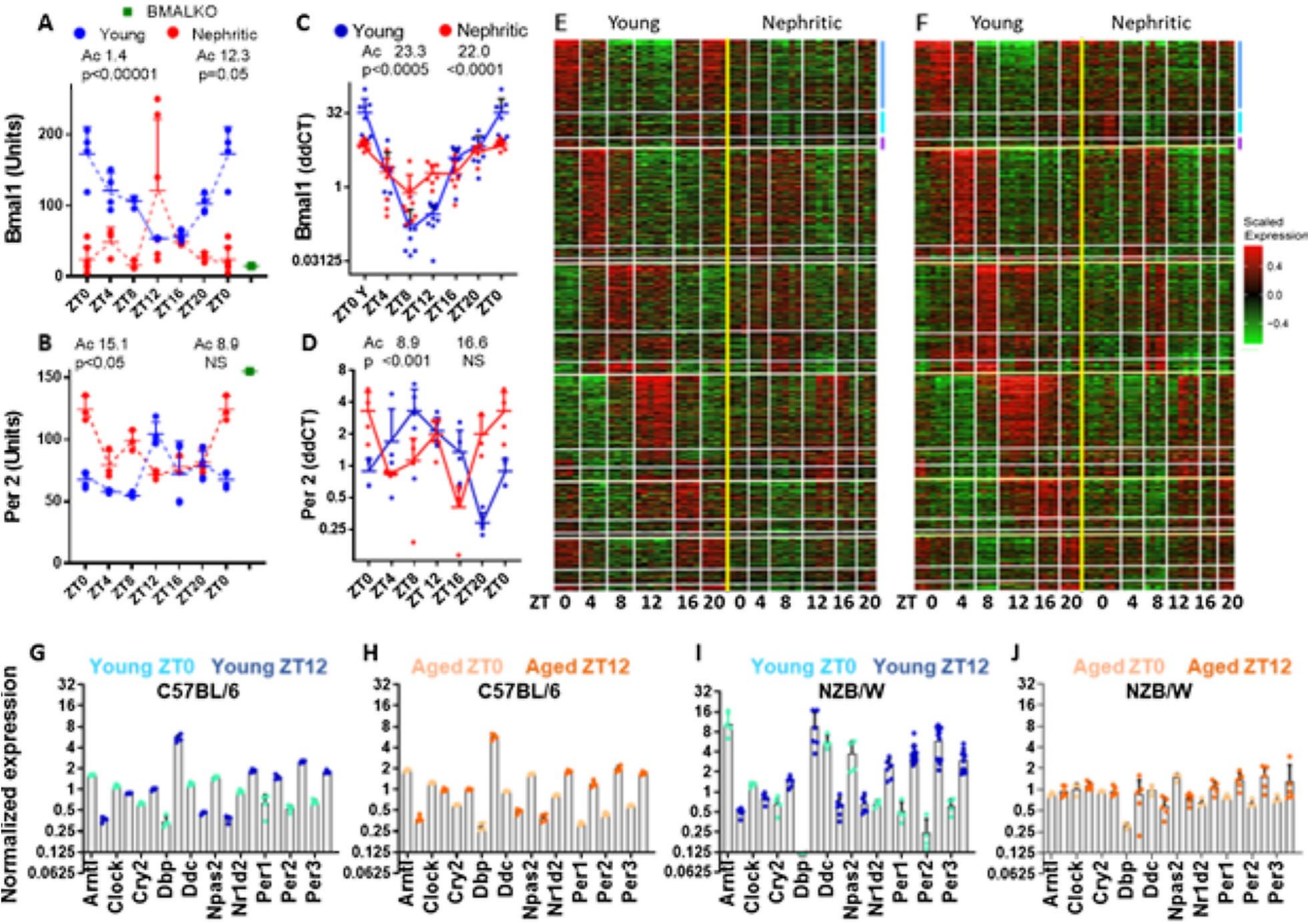
**A**, **B** Bmal1 and Per2 protein expression measured in renal lysates by ELISA (shown in dashed lines); **C**,** D** Bmal1 and Per2 expression measured in whole renal mRNA by qPCR (shown in solid lines)—each symbol represents one mouse;); *Ac * time of acrophase, *ZT* Zeitgeiber time where ZT0 is the time of lights on. **E** Heatmap of all genes passing the RAIN test for circadian rhythm in young and nephritic kidneys. Complete results from the microarray analysis are on the left and from the RNASeq analysis are on the right. For each time interval, indicated by Zeitgeiber time (ZT0 = lights on, ZT12 = lights off), genes regulated in young mice are shown in the upper panel (blue bar), those regulated in nephritic mice are shown in the middle panel (aqua bar) and those regulated in common between the two groups are shown in the lower panel (purple bar). **F**–**I** RNASeq data of circadian transcriptional regulators in young (light and dark blue—**F**, **H**) and old (light and dark orange—**G**, **I**) C57BL/6 mice at ZT0 (light colors) and ZT12 (dark colors) **F**, **G** compared with young (light and dark blue) and nephritic (light and dark orange) NZB/W kidneys **H**,** I**—each symbol represents one mouse

To determine whether renal circadian disturbance is a general feature of aging, samples from 8 and 36- week-old C57BL/6 mice obtained at Zeitgeiber times (ZT) 0 and 12 were included in the RNASeq analysis. Expression of a panel of circadian regulatory genes whose diurnal variation was dampened in nephritic NZB/W mice was undisturbed in aged C57BL/6 mice (Fig. 1F–I).

To determine whether renal circadian disturbance is associated with disturbed sleep–wake cycles we observed mice over a 24 h period. Sleep–wake cycles followed a normal pattern in both young and nephritic NZB/W mice, however the nephritic mice were modestly more active during the light period and displayed diminished activity during the dark period compared with young mice (Additional file 1: Figure S3C, D).

### Pathways affected by circadian dysfunction in nephritic mice

To determine which functional pathways were perturbed in the kidneys of nephritic mice, Enriched Gene Functions were discovered at each time interval using REVIGO program (Fig. 2, Additional file 1: Figures S4A–F). In young mice, organ morphogenesis and cell growth predominated towards the end of the active phase at ZT20 and ZT0, whereas metabolic and cell transport processes predominated towards the end of the rest period at ZT8 and ZT12. By contrast, functional pathways in nephritic mice were dominated by processes related to protein modification and catabolism and responses to DNA damage.

**Fig. 2:**
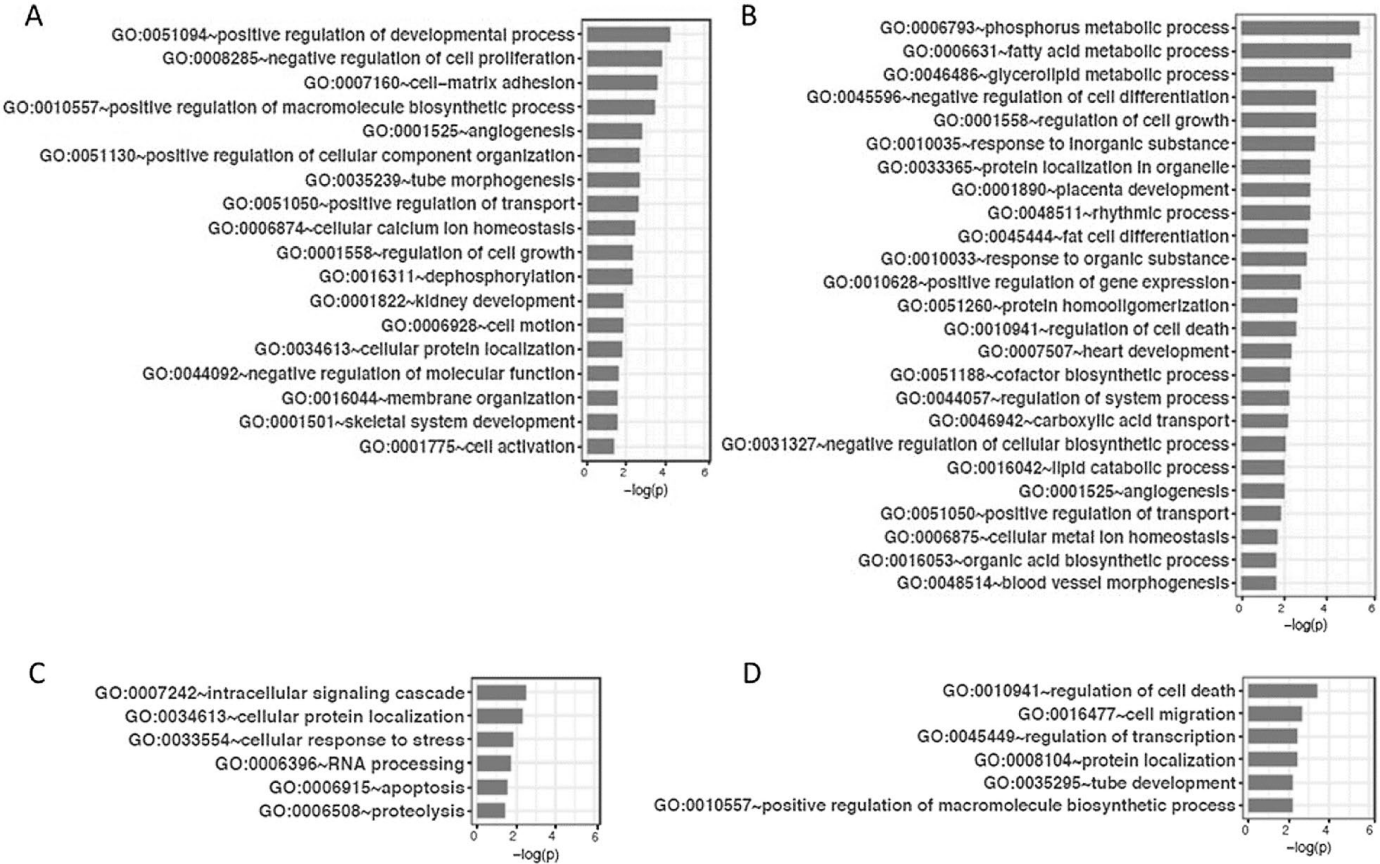
Renal functions that are regulated in a circadian fashion in NZB/W kidneys. **A** Young mice ZT0; **B** Young mice ZT12; **C** Nephritic mice ZT0; **D** Nephritic mice ZT12

Since abnormal metabolic processes are associated with CKD, we performed more detailed analysis of genes involved in metabolic functions (Additional file 1: Table S2). 

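Table S2 lists 104 genes of fatty acid metabolism, chosen by the authors from rhythmic genes. In the RNASeq counts, 89 of them were rhythmic in young mice. The highest mean fell at ZT8 for 19 and at ZT12 for 25, together 49.4%, against 32.3% of all genes rhythmic in young mice. Of the others, 6 peaked at ZT0, 12 at ZT4, 16 at ZT16 and 11 at ZT20.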

Many genes involved in fatty acid metabolism, particularly fatty acid synthesis and beta oxidation followed diurnal rhythms in young mice with peak expression at ZT8 and ZT12. By contrast, circadian oscillation of these genes was flattened in the nephritic mice (Fig. 3A). 

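Of the fatty acid genes of Table S2, 24 were rhythmic in nephritic mice, 22 of them in young mice too. Amplitude was lower in nephritic mice for 73 of the 89 genes rhythmic in young mice, with a median ratio of 0.587. The test of a different rhythm was passed by 14 genes of the list.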

Heightened rhythmicity of the transcription factor *Srebp1* is associated with an increase in fatty acid synthesis in mice with fatty liver (Guan et al. 2018). By contrast, rhythmic expression of *Srebp1* was dampened in the kidneys of nephritic compared with young mice. In addition, overall expression levels of genes involved in fatty acid metabolism were lower in the nephritic mice than the young mice. These findings are consistent with the observed decrease in tubular fatty acid metabolism in mice with CKD (Kang et al. 2015).

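Srebp1, listed as Srebf1, lies on chromosome 11 of GRCm38 from 60199084 to 60224186. Its amplitude was 0.43 (SE 0.09) in young mice, where it passed the test over time points (adjusted p = 0.00415), and 0.17 (SE 0.09) in nephritic mice, where it did not (adjusted p = 0.371). Between the groups the rhythm did not differ at the threshold (adjusted p = 0.463).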

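With time point and set in edgeR's fit, 67 of the 104 fatty acid genes were lower in nephritic than in young mice and 12 were higher. The median log2 change of the list was -0.34, against -0.03 for all tested genes. Over all genes, 4929 were higher and 5948 lower in nephritic mice. This excess of lower genes depended on the fit. With Set 2 alone 4842 were higher and 4844 lower, with RLE size factors 5299 and 5548, and with limma 4282 and 6831.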

**Fig. 3:**
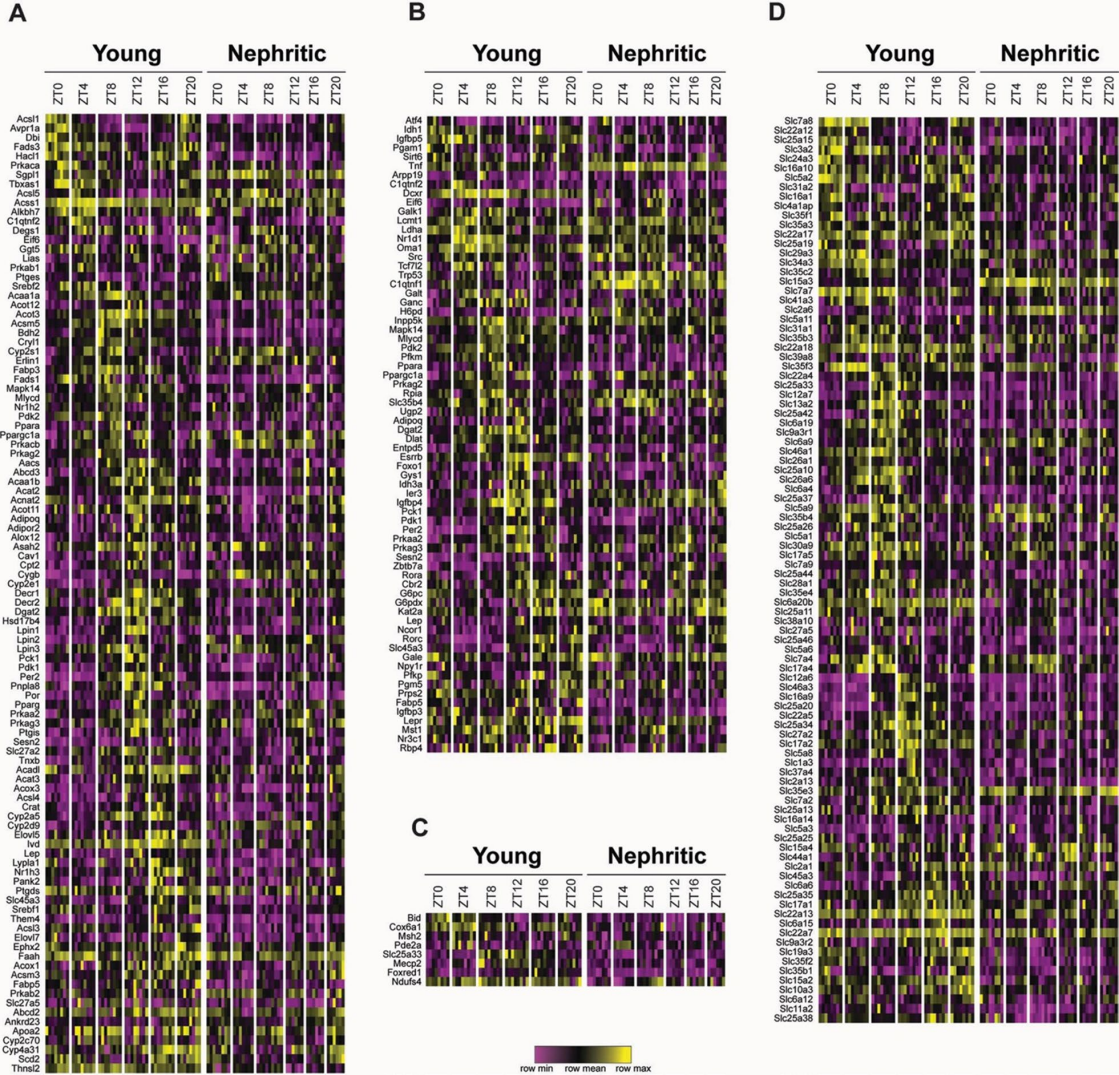
Heatmaps of genes involved in metabolic pathways in young and nephritic mice. **A** Fatty acid metabolism; **B** glycolysis; **C** Mitochondrial oxidation and respiration; **D** Slc family of transporters. Samples are the same as those shown in Additional file 1: Figure S2

Normal renal proximal tubule cells have low glycolytic activity which can increase as a consequence of renal tubular insult (Lan et al. 2016). The kidney is also responsible for ≈ 20% of total body gluconeogenesis. 

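Idh1, G6pc and Pck1 passed the test over time points in young mice, with adjusted p of 4.3e-07, 0.00195 and 0.00013. In nephritic mice the adjusted p were 0.0502, 0.424 and 0.685. The amplitude of Idh1 was 0.35 (SE 0.04) in young and 0.19 (SE 0.06) in nephritic mice, and that of Pck1 was 0.44 (SE 0.07) and 0.17 (SE 0.32). For G6pc it was 0.38 (SE 0.07) and 0.46 (SE 0.30), no lower in nephritic mice. Rhythm did not differ between the groups at the threshold for Idh1 (adjusted p = 0.0907), G6pc (0.87) or Pck1 (0.459).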

We noted robust circadian regulation of three enzymes involved in gluconeogenesis (*Idh1, G6pc* and *Pck1*) in young but not nephritic kidneys (Fig. 3B). By contrast, nephritic kidneys acquired an increase in expression and rhythmicity of both *G6pdx* and *H6pd*, enzymes that catalyze the first step of the pentose phosphate pathway (Fig. 3B). 

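Averaged over the day, H6pd was higher in nephritic mice by a log2 change of 0.40 (SE 0.07, adjusted p = 2.8e-06) and G6pdx by 0.15 (SE 0.04, adjusted p = 0.00108). Neither passed the test over time points in nephritic mice (adjusted p = 0.843 for H6pd and 0.227 for G6pdx), and both passed it in young mice (6.7e-06 and 0.00356). The amplitude of H6pd was 0.20 (SE 0.03) in young and 0.11 (SE 0.10) in nephritic mice, and that of G6pdx was 0.12 (SE 0.04) and 0.11 (SE 0.06).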

Only few genes involved in mitochondrial respiration were regulated in a circadian fashion even in young kidneys (Fig. 3C).

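Among 103 tested genes whose symbols start with Nduf, Cox and a digit, Atp5, Uqcr or Sdh, which name genes of the respiratory chain, 15 (14.6%) were rhythmic in young mice, against 39.8% of all tested genes. The count depended on the test, with 31 genes past the cosinor test. In nephritic mice 9 of these genes were rhythmic. Of the 8 genes that Table S2 lists for oxidative phosphorylation and mitochondria, 5 were rhythmic in young mice and 0 in nephritic mice.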

The Slc superfamily of solute carriers is a large family of membrane proteins that regulate ion fluxes and facilitate amino acid, sugar and nucleotide transport in and out of cells and cellular organelles. 85 Slc family members displayed diurnal variations in the young mice compared with 21 in the nephritic mice, of which only 10 overlapped between the two groups (Fig. 3D, Additional file 1: Table S3).

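Of 338 Slc genes tested in young mice, 194 (57.4%) were rhythmic. In nephritic mice 50 of 340 (14.7%) were rhythmic, against 21.6% of all genes tested there, and 38 were rhythmic in both groups. Rhythm differed between the groups for 22 Slc genes. Of the 85 genes for which the paper's Table S3 gives an adjusted p of at most 0.05 in young mice, 77 were rhythmic in young mice in the counts. Of the 21 for which it does so in nephritic mice, 4 were rhythmic in nephritic mice in the counts.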

### Effect of circadian dysfunction on renal homeostatic functions

Diurnal variations of sodium and potassium excretion are regulated by oscillations of renal tubule transporters involved in water and ion transport (Douma and Gumz 2018; Gumz 2016). In young mice Na + and K + excretion was highest at ZT16 and ZT20 as expected (Nikolaeva et al. 2012). However, in nephritic mice the increase in excretion of both ions at the end of the active period did not occur (Fig. 4A, B). Similarly, the normal circadian variation in urine pH was dysregulated in nephritic mice and the urine pH was lower during the rest period than in young mice (Fig. 4C). There was no difference in urine creatinine between young and nephritic mice to account for these differences (Additional file 1: Figure S5).

**Fig. 4:**
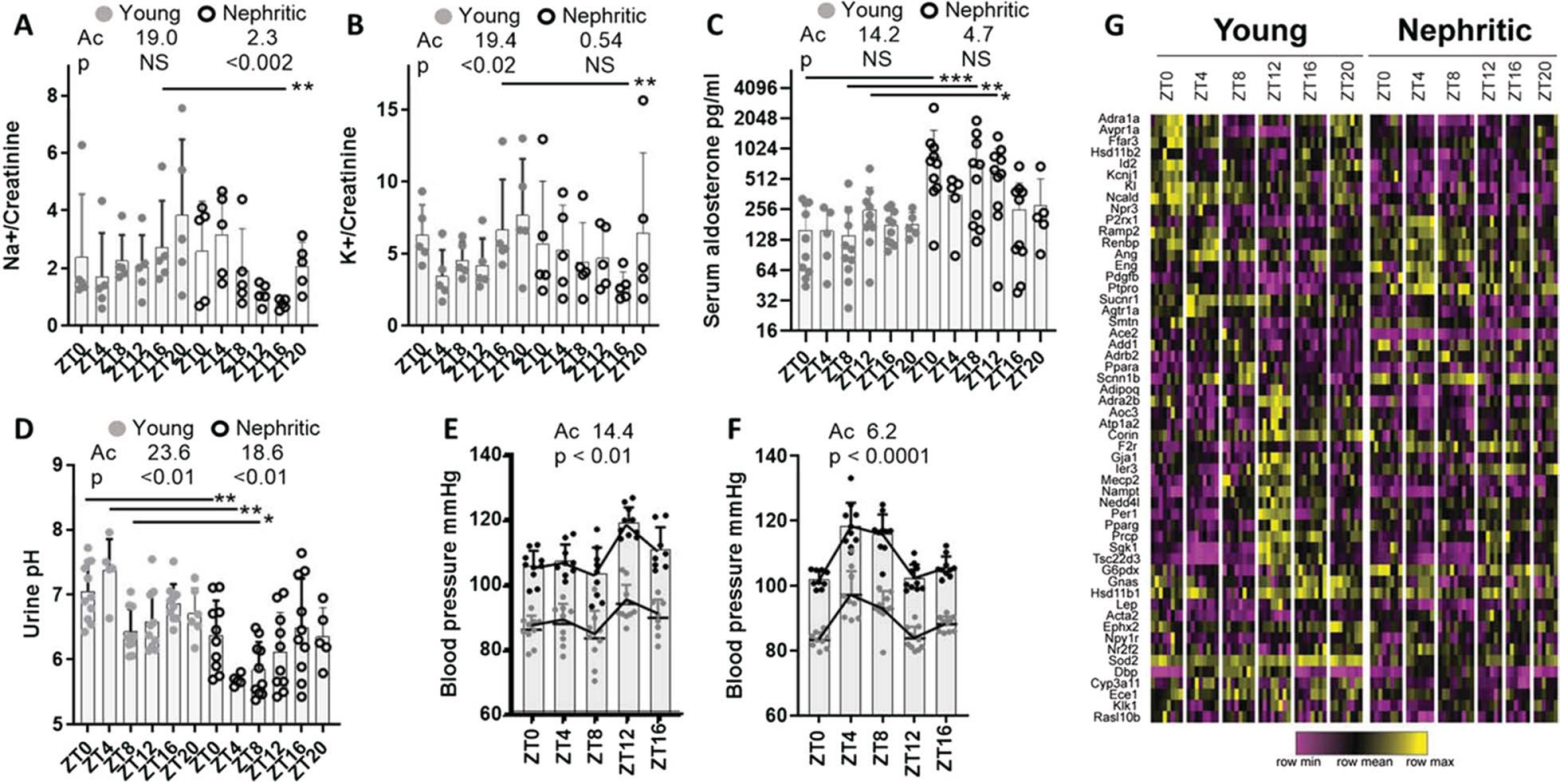
Dysregulated circadian regulation of renal salt excretion and blood pressure in nephritic mice **A** Urine Na + /Creatinine ratio; **B** Urine K + /Creatinine ratio Urine pH; **C** Serum aldosterone; **D** Urine pH; **E, F**: systolic (black) and diastolic (grey) blood pressure in young (**E**) and nephritic (**F**) mice shows reverse dipping pattern in nephritic mice;—each symbol represents one mouse. **G** Heatmap of genes that contribute to regulation of blood pressure. Samples are the same as those shown in Additional file 1: Figure S2. Rhythmicity was evaluated by Cosinor analysis (Ac = acrophase)

Global deficiencies of some circadian transcriptional regulators are associated with a hypotensive and/or non-dipping blood pressure phenotype whereas others are associated with a hyperaldosterone state (Richards et al. 2013; Solocinski et al. 2017). Young mice displayed normal regulation of their blood pressure. By contrast, the nephritic mice displayed a reverse dipping pattern (Fig. 4D, E). Serum levels of aldosterone were highest at ZT12 in young mice as previously described (Nikolaeva et al. 2012). Nephritic mice, however, displayed high serum levels of aldosterone, especially during the day (Fig. 4F). This was associated with an increase in expression and circadian dysregulation of the β subunit of the epithelial sodium transporter (*Scnn1b)* in nephritic mice (Fig. 4G). 

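In the RNASeq counts, Scnn1b was higher in nephritic mice by a log2 change of 0.19 (SE 0.09, adjusted p = 0.0579), which did not pass the threshold. Its amplitude was 0.33 (SE 0.05) in young mice (adjusted p = 0.00161 over time points) and 0.03 (SE 0.09) in nephritic mice (adjusted p = 0.0583). A difference in rhythm between the groups did not pass (adjusted p = 0.08).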

Other genes involved in blood pressure control also demonstrated abnormal circadian regulation in nephritic mice. Expression of Angiotensin receptor 1a (*Agtr1*) and *Vegfc* was decreased throughout the day with a flattened rhythm, whereas expression of endothelin 1 (*Et1*), *Pdgfb*, *Adrb2, Cygb*, and *PtPro* was increased. 

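The log2 change of Agtr1a over the day was -0.46 (SE 0.05, adjusted p = 1.9e-10) and that of Vegfc was -0.18 (SE 0.07, adjusted p = 0.0181). Et1, listed as Edn1, was higher in nephritic mice by 2.19 (SE 0.23, adjusted p = 1.3e-11). Cygb was higher by 1.19, Pdgfb by 0.92 and Ptpro by 0.41, each past the threshold, the largest adjusted p being that of Ptpro at 3.3e-05. Agtr1a passed the test over time points in both groups (adjusted p = 0.0467 in young and 0.0195 in nephritic mice), with an amplitude of 0.12 (SE 0.03) in young and 0.27 (SE 0.06) in nephritic mice. The amplitude of Vegfc was 0.22 (SE 0.06) in young and 0.06 (SE 0.07) in nephritic mice. Neither gene differed in rhythm at the threshold, with an adjusted p of 0.184 for Agtr1a and 0.361 for Vegfc.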

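Avpr1a had an amplitude of 0.79 (SE 0.05) in young and 0.41 (SE 0.10) in nephritic mice, and Tsc22d3 one of 1.11 (SE 0.08) and 0.81 (SE 0.21). The difference in rhythm passed for Avpr1a (adjusted p = 0.00112) and Tsc22d3 (0.0351) and did not pass for Sgk1 (0.288) or Aqp3 (0.141). The amplitude of Sgk1 was 1.12 (SE 0.13) and 0.85 (SE 0.28), and that of Aqp3 was 0.24 (SE 0.05) and 0.18 (SE 0.10). Cyp11b is listed as Cyp11b1 and Cyp11b2, whose differences in rhythm passed at adjusted p of 0.0295 and 0.0426. Cyp11b1 had 0 counts in 27 of 65 mice and over 100 in 9, with a maximum of 9603. It was 50.6 ± 109 CPM (SD, n = 30) in young and 8.25 ± 42.1 CPM (SD, n = 27) in nephritic mice, a spread larger than either mean. Among nephritic mice, ZT0 mouse RX10LU had 219 CPM of Cyp11b1, and the next highest, ZT8 mouse RX10RU, had 1.36 CPM. The nephritic side of the test of Cyp11b1 rests largely on mouse RX10LU. Cyp11b2 had a nephritic mean of 1.14 CPM and a maximum of 30.3 CPM, so its nephritic side also rests largely on 1 mouse. Adrenal tissue in some samples is a candidate source of Cyp11b1.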

Flattened rhythm of *Avpr1a, Cyp11b, Sgk1, Aqp3* and *Tsc22d3* (Gilz) was also observed in nephritic mice (Fig. 4G). These data in sum, suggest that in addition to the salt retention induced by the hyperaldosterone state, the disturbance of blood pressure dipping in the nephritic mice could be influenced by changes in expression of multiple renal genes that regulate blood pressure.

Glucose reabsorption in renal tubules is crucial for glucose homeostasis. 

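Slc5a2 lies on chromosome 7 of GRCm38 from 128265683 to 128272430. In young mice it passed the test over time points (adjusted p = 0.014) with an amplitude of 0.31 (SE 0.07) and the highest set-adjusted mean at ZT4. In nephritic mice it did not pass (adjusted p = 0.826) and its amplitude was 0.08 (SE 0.13). In the test of a different rhythm its adjusted p was 0.685.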

We found robust circadian rhythm of the major proximal tubule glucose co-transporter *Slc5a2* (Sglt2) in young mice with a peak at ZT8 that was dampened in the nephritic mice. By contrast, there was an increase in expression of *Slc2a6* (Glut6) in the nephritic mice. 

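The log2 change of Slc2a6 over the day was 2.37 (SE 0.17, adjusted p = 3.1e-17), and it did not pass the test over time points in young (adjusted p = 0.208) or nephritic mice (0.719).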

Complete deficiency of Sglt2 has been associated with glycosuria (Ansary et al. 2019). Young mice fed ad libitum had a normal dip in serum blood glucose levels during the active period that was dampened in the nephritic mice. Nevertheless, serum and urine glucose levels remained within the physiologic range in both groups. (Additional file 1: Figure S6).

Several other transporter families, including amino acid transporters, L-carnitine transporters and mitochondrial transporters manifested diurnal regulation in young but not in nephritic mice (Fig. 3C, Additional file 1: Table S3). 

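Of 44 tested Slc25 genes, the family of mitochondrial carriers, 23 were rhythmic in young and 5 in nephritic mice. Of 24 tested Slc22 genes, 16 were rhythmic in young and 2 in nephritic mice. A different rhythm between the groups was found for 4 Slc25 genes and for 0 Slc22 genes.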

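Slc25a33 had an amplitude of 0.44 (SE 0.05) in young mice and 0.11 (SE 0.08) in nephritic mice. It passed the test over time points in young mice (adjusted p = 6.8e-08) and not in nephritic mice (0.358), and its difference in rhythm passed (adjusted p = 0.0478). For Slc25a42 the amplitude was 0.55 (SE 0.06) in young mice, with an adjusted p of 3.8e-07 over time points, and 0.23 (SE 0.17) in nephritic mice, with one of 0.642. Its rhythm did not differ at the threshold (adjusted p = 0.501).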

Of interest, *Slc25a33* and *Slc25a42* that provide substrates for mitochondrial oxidative phosphorylation and fatty acid oxidation respectively (Palmieri 2014), had a robust circadian regulation in young mice that was dampened in the nephritic mice.

### Induction of disease remission reverses circadian dysfunction

To determine whether the chronodisruption of renal functions in nephritic NZB/W mice is reversible, we administered a combination of cyclophosphamide, CTLA4Ig and anti-CD40L to nephritic mice that developed fixed proteinuria of > 300 mg/dl. We have extensively reported that this combination induces robust clinical, histologic and molecular disease remission in ≈ 80% of nephritic NZB/W mice (Schiffer et al. 1950b; Bethunaickan et al. 2014). ELISA analysis of renal lysates from mice that maintained clinical remission (proteinuria ≤ 30 mg/dl) 8 weeks after induction with this regimen indicated restoration of the normal pattern of Bmal1 and Per2 expression at ZT0 and 12 (Fig. 5A–D). To determine whether this was associated with correction of diurnal variation of genes involved in renal homeostatic functions, we identified a panel of 320 diurnally regulated genes that had ≥ 25% difference in expression between times ZT0 and ZT12 in young mice (at an adjusted p value of < 0.05) and ≥ 25% difference in the ZT0:ZT12 ratio between young and nephritic mice. 

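Kidneys of 8 remission mice aged 36 to 50 weeks, 4 at ZT0 and 4 at ZT12 by their labels, were collected 8 weeks after induction and sequenced in a run of their own. Total counts per mouse ranged from 13311278 to 21849912 (median 19725220). Table S1 gives 3 mice at ZT0 and 4 at ZT12, and Fig. S7 shows 7 remission columns, 4 of ZT0 and 3 of ZT12. The mice behind Table S4 were sought by comparing its remission ratios with the counts under 4074 assignments of the 8 mice. The nearest assignment kept the labels and left out ZT12 mouse s9, at a mean absolute log2 difference of 0.130. Leaving out ZT0 mouse s1 too gave 0.131, s9 placed among the ZT0 mice gave 0.136, and all 8 mice by their labels gave 0.237. The paper's text gives no reason for leaving a mouse out, and values are given over these 7 mice first and then over all 8.
Over the 7 mice, Arntl was 27.1 ± 2.63 (SD, n = 4) CPM at ZT0 and 4.13 ± 0.858 (SD, n = 3) CPM at ZT12. Mouse s9 had 27.0 CPM of Arntl, and with it the ZT12 mean was 9.85 ± 11.5 (SD, n = 4) CPM. Between ZT0 and ZT12, 202 genes passed an adjusted p of 0.05 in the 7 mice, and 0 in all 8, where 1449 genes had an unadjusted p under 0.05. In young mice 2579 genes passed and in nephritic mice 12. With the paper's criteria for ZT0 and ZT12 applied to log2 ratios from edgeR's fits, and no test over the 6 time points, the panel held 778 genes over the 7 mice and 781 over all 8. Limited to genes rhythmic in young mice, it held 742 over all 8, 333 of them corrected by at least 50%. The paper's Table S4 lists 320 genes, and 193 of these met the criteria here.

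**Figure D3:**
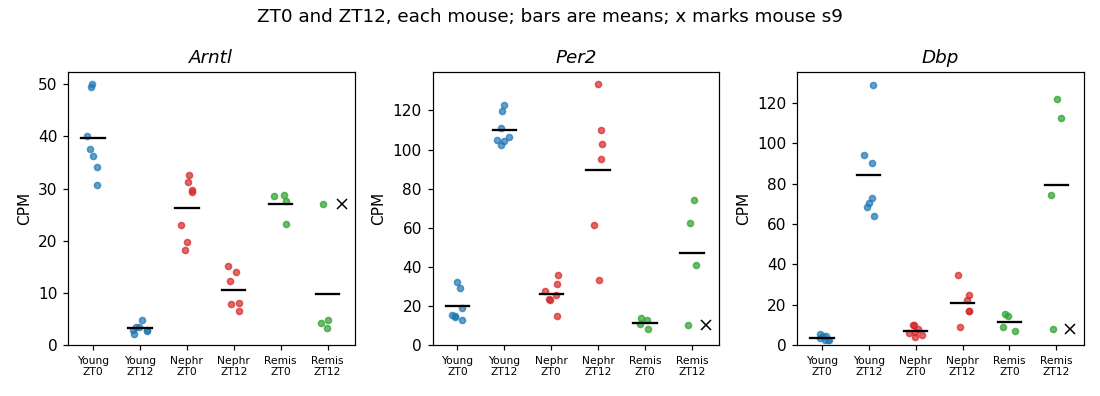
CPM of Arntl, Per2 and Dbp at ZT0 and ZT12 in young (blue), nephritic (red) and remission (green) mice. Points are single mice, bars are means over all labelled mice, and an x stands beside mouse s9, whose Arntl of 27.0 CPM lies among the ZT0 mice.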

Of these genes, 148 showed at least 50% correction in the remission kidneys (Fig. 5E), and 172 did not correct (Fig. 5F, Additional file 1: Tables S4 and S5, Figure S7). 

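Correction was the share of the distance from the nephritic to the young log2 ratio of ZT0 to ZT12 that the remission ratio covered. Over the 7 mice without s9, 427 panel genes (54.9%) were corrected by at least 50% and 351 were not. Over all 8, 349 (44.7%) were corrected and 432 were not. The log2 ratio of Arntl was 3.62 (SE 0.14) in young mice, 1.40 (SE 0.21) in nephritic mice, 2.72 (SE 0.17) in the 7 remission mice and 1.47 (SE 0.61) in all 8. For Per2 the ratios were -2.56 (SE 0.16), -1.61 (SE 0.23), -2.35 (SE 0.22) and -2.03 (SE 0.48) in that order. Arntl, Per2 and Dbp were corrected by at least 50% over the 7 mice and not over all 8. Per1, Clock and Cry2 were corrected by as much over both, and Per3, Nr1d1, Nr1d2, Npas2 and Cry1 over neither. For Per3 the ratios were -2.81 in young, -1.59 in nephritic, -1.76 in the 7 and -1.46 in all 8 remission mice. Of the genes the paper's Table S4 lists as corrected, 200 were tested, and 161 of them were corrected by at least 50% over the 7 mice and 130 over all 8. Of the 115 it lists as not corrected, 21 and 12 were. The 7 mice were found by the ratios of Table S4, so the larger number of matches among its corrected genes does not test that choice.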

Two weeks after the mice achieved remission of proteinuria, there was a reversal of the blood pressure abnormality in 5/5 mice, with normalization of the dipping pattern (Fig. 5G) and correction of the hyperaldosterone state (Fig. 5H).

**Fig. 5:**
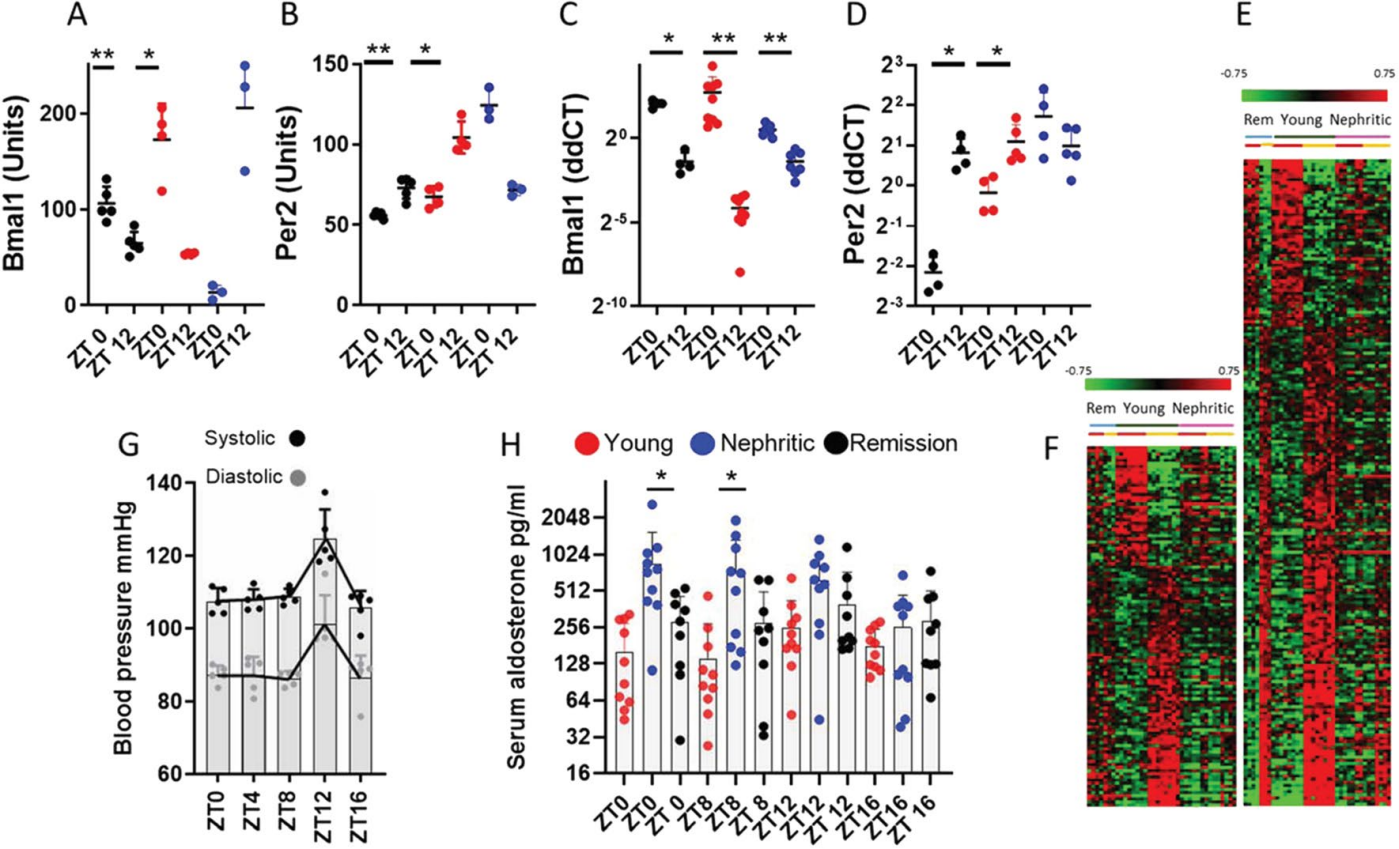
Partial correction of circadian dysfunction by remission induction therapy. **A, B** Bmal1 and Per2 protein expression measured in renal lysates by ELISA; **C**, **D** Bmal1 and Per2 expression measured in whole renal mRNA by qPCR; **E**, **F** Heatmap of 320 genes that differed between ZT0 (red bars) and ZT12 (Orange bars) in young but not nephritic kidneys showing correction of 205 genes (**E**) and failure to correct 115 genes (**F**). **G** Blood pressure in remission mice shows normalization of dipping pattern; **H** Correction of serum aldosterone in remission mice. *p < 0.05. Red symbols: young mice; Blue symbols: nephritic mice; Black symbols: remission mice—each symbol represents one mouse

## Discussion

Circadian dysregulation in CKD includes disturbed sleep, failure of blood pressure dipping and renal electrolyte abnormalities and it has significant health consequences, including an increase in cardiovascular risk. Little is currently known about the role of renal intrinsic dysregulation of circadian rhythm in causing these physiologic disruptions (Firsov and Bonny 2018; Carriazo et al. 2020). We report here a general dampening of renal circadian rhythm in lupus nephritis kidneys that can be partially reversed with remission inducing immune therapy. Inflammatory mediators such as TNF, IL1β and endotoxin suppress circadian genes in multiple cell types (Haimovich et al. 2009; Guo et al. 2015; Cavadini et al. 2007; Curtis and Fagundes 2015) and induce degradation of Rev-erbα in tissues (Pariollaud et al. 2018). TGFβ may also influence renal wound healing, and epithelial cell proliferation via the regulation of master clock regulators Per1 and Dec2 by Smad3 (Sato et al. 2019). In inflammatory bowel disease, expression of major clock transcriptional regulators is dampened in affected tissue; in this model, an agonist of the circadian regulator Rev-erbα, attenuated the disease (Wang 2018). Similarly, both Rev-erbα and Per2 agonists prevented severe injury of the heart in rodent models of cardiac ischemia reperfusion (Stujanna et al. 2017; Pourcet et al. 2018). Finally, there is increasing recognition that disturbance of peripheral organ clocks may cause feedback disruption to central clock functions (Carriazo et al. 2020; Myung et al. 2019). These findings, together with our new observations in the lupus kidney support the notion that local circadian disruption is a general feature of inflammation that contributes to organ dysfunction and that reversal of this process could be of therapeutic benefit.

Our study reveals that mice with active lupus nephritis have a reversal of the normal blood pressure dipping pattern. Global deficiency of *Bmal1, Clock* or *Per1* confers a hypotensive phenotype and/or changes in blood pressure dipping status, whereas deficiency of *Cry1/2* confers increased salt sensitivity and a non-dipping pattern (Doi et al. 2010); in the case of *Cry1/2*, there is also a hyperaldosterone state (Richards et al. 2013; Solocinski et al. 2017). Reverse dipping in humans is an extreme phenotype that occurs in patients with hypertension, type 2 diabetes mellitus and chronic kidney disease and is associated with cardiac dysfunction (Cuspidi et al. 2017; Tadic et al. 2020a, b). We show here that there are complex effects of nephritis on circadian regulation of renal genes that regulate blood pressure, with a hyperaldosterone state and increased expression of genes that regulate vasoconstriction. Other factors, including the effects of inflammation on systemic vascular function (Dinh et al. 2014; Savoia and Schiffrin 2006) could also contribute to the blood pressure abnormalities found in nephritic mice. Importantly, the reverse dipping blood pressure pattern in aged nephritic mice could be normalized by remission induction.

We also show circadian dysregulation of genes involved in renal metabolism. Renal tubular cells are dependent on fatty acid oxidation for their energy supply. We noted a significant dysregulation of diurnal variation of fatty acid transporters and of molecules involved in mitochondrial fatty acid oxidation and fatty acid synthesis. A defect in fatty acid metabolism in both mouse and human CKD and in nephritic NZB/W mice has previously been associated with a decrease in expression of the master transcriptional regulator Pparγc1α that regulates mitochondrial biogenesis and fatty acid oxidation (Kang et al. 2015). Our data suggests a more extensive defect in fatty acid synthesis and oxidation that is a major metabolic abnormality in the nephritic kidneys.

We also detected a decrease in diurnal variation of several genes involved in gluconeogenesis that reversed upon remission induction and an increase in the two rate limiting enzymes for the pentose phosphate pathway in the nephritic mice. 

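For Pck1 the log2 ratio of ZT0 to ZT12 was -0.88 (SE 0.13) in young mice and 0.44 (SE 0.72) in nephritic mice. The nephritic ratio was -0.59 in the mice of Set 2 alone, a change of sign. In remission it was -1.21 (SE 0.23) over the 7 mice without s9 (adjusted p = 0.0479) and -0.95 (SE 0.35) over all 8 (0.487). Idh1 had ratios of 0.54 (SE 0.08) in young, 0.47 (SE 0.15) in nephritic, 0.45 (SE 0.15) in the 7 and 0.40 (SE 0.13) in all 8 remission mice, and was not in the panel. G6pc did not differ between ZT0 and ZT12 in young mice, where its ratio was -0.11 (SE 0.10) at an adjusted p of 0.492. Its cosine in young mice peaked at 17.7 h, between these 2 time points, so this ratio cannot show its rhythm.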

A reduction in gluconeogenesis and an increase in renal hexokinase activity is induced by LPS in rodent kidneys perhaps reflecting an increased need for NADPH in the oxidatively stressed kidney (Smith et al. 2014) and/or provision of precursors for nucleotide synthesis that are important for cell growth (Lunt and Vander Heiden 2011). An induction of the pentose phosphate pathway has been observed in human inflammatory renal disease including LN and is correlated with inflammation (Grayson et al. 2018).

Another major role of kidney tubule transporters is to prevent the loss of amino acids in the urine (Makrides et al. 2014). We show here that there is a robust circadian regulation of transporters of the Slc6, Slc7/3 and Slc15 families in young NZB/W mice that is abrogated in the nephritic mice. 

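Of the tested genes, 10 of 16 Slc6, 10 of 15 Slc7, 1 of 2 Slc3 and 3 of 4 Slc15 genes were rhythmic in young mice. In nephritic mice the numbers were 2 Slc6, 4 Slc7, 0 Slc3 and 0 Slc15 genes. Rhythm differed at the threshold for 0 Slc6, 1 Slc7, 1 Slc3 and 0 Slc15 genes.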

Disturbances in regulation of amino acid transporters could contribute to tubular proteinuria in nephritic mice. We also observed disturbances in circadian regulation of organic anion/cation tubular transporters that could influence the renal toxicities of xenobiotics and other renally excreted drugs (Zhao et al. 2020).

One caveat of our studies is that it is difficult to control for the effects of age in NZB/W mice in which disease onset is stochastic and renal inflammation precedes the onset of proteinuria. Renal circadian dysregulation was not detected in aged non-autoimmune C57BL/6 mice. To further control for the effects of age we used kidneys from aged NZB/W mice from which collections were timed from complete responders after remission induction. We found that remission induction in aged NZB/W mice corrected the diurnal variation of more than 50% of the dysregulated genes. The effects of this treatment on blood pressure were striking, with concordance between complete remission of proteinuria and correction of the abnormal blood pressure dipper phenotype. This finding is of particular human relevance since nocturnal hypertension is an under-appreciated feature of active lupus nephritis that correlates with disease activity and interstitial damage and may be missed by day-time blood pressure measurements (Canpolat et al. 2013; Sabio et al. 2015). Ambulatory blood pressure monitoring (ABPM) is needed to detect such changes. Abnormal nocturnal blood pressure dipping is a major predictor of major adverse coronary events and its recognition and correction by timing of anti-hypertensive treatment attenuates cardiovascular morbidity and mortality as well as progression of CKD (Hermida et al. 2020). These findings suggest a need for ABPM in patients with LN and appropriate correction of abnormal blood pressure patterns. Further studies will be needed to understand the relevance of our findings to human LN and to determine whether reversal of nocturnal hypertension is a predictor for good renal outcome.

## Conclusions

Overall, our study reveals an underappreciated effect of renal inflammation on renal circadian rhythms in LN kidneys in NZB/W mice with multiple adverse effects on renal homeostasis and metabolism as well as blood pressure dipper status. Although we only used one LN mouse strain, similar disturbance of circadian master transcriptional regulators was observed in 2 other LN strains (Bethunaickan et al. 2013). Dampening of circadian rhythm in inflamed organs has recently been reported and agonists of the negative transcriptional regulators Rev-erbα and Per2 have broad anti-inflammatory functions and metabolic effects in vivo*,* especially when used before the onset of inflammation (Wang 2018). It is not yet clear whether this is due to modulation of local or systemic circadian circuits and the effects of such an approach in the setting of chronic inflammation have not yet been studied. We found modest disruption of renal diurnal rhythm of *Rev-erbα* and marked dysregulation of both *Per1* and *Per2* in the nephritic kidneys suggesting that these could be potential targets for circadian modulating therapy in lupus nephritis.

## Supplementary Information

**Additional file 1.** Additional tables and figures.

## Data Availability

Data has been submitted to GEO with the following Accession Number: GSE131894.

## Abbreviations

ZT: Zeitgeber time (ZT0 is lights on and ZT12 is lights off)
CKD: Chronic kidney disease
Slc: Solute carrier family
REVIGO: Reduce and visualize gene ontology
ABPM: Ambulatory blood pressure monitoring

# Supplementary material for: Reversible dysregulation of renal circadian rhythm in lupus nephritis
**Source:** Mol Med. 2021 Sep 6;27:99. doi: 10.1186/s10020-021-00361-9
**Supplement:** Supplementary file 1 — Additional file 1. Additional tables and figures.

SUPPLEMENTARY FIGURES AND TABLES

**Supplementary Figure 1:** **A.** Clustering of 15 samples with both microarray and RNA sequencing data before normalization; **B.** Clustering of 15 samples with both microarray and RNA sequencing data after median centering, quantile normalization and batch correction. The normalized data were segregated by the samples instead of experimental approaches; **C.** Clustering of all samples before normalization; **D.** Clustering of all samples with microarray and/or sequencing data after median centering, quantile normalization and batch correction shows clear separation between young and nephritic mice and between NZB/W and C57BL/6 strains. **E.** Correlation of microarray with RNASeq data for the 15 samples that were analyzed on both platforms.

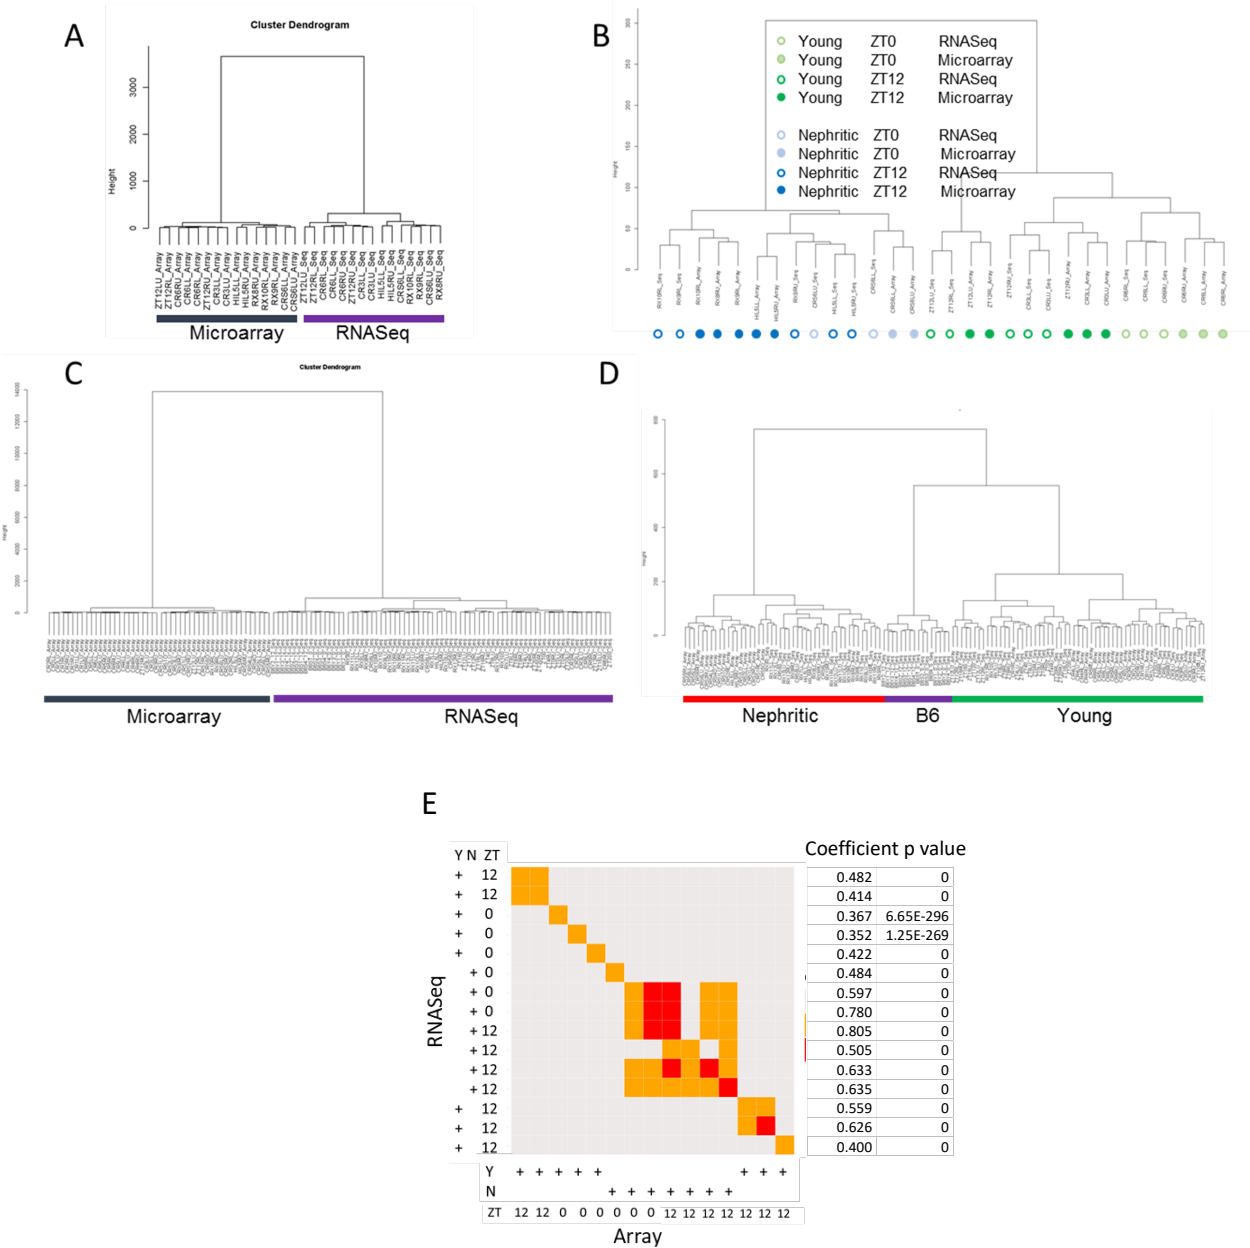

**Supplementary Figure 2: A:** Heat maps of genes that passed the RAIN test for circadian rhythm from young (upper panel) and nephritic (lower panel) NZB/W kidneys show the time of peak expression of each set of genes. Normalized data are shown and where samples were repeated only the sample analyzed by microarray analysis is shown. **B, C:** Expression of representative inflammatory genes (B) and genes reflecting injury of renal stromal cells (C) in young (grey symbols) and nephritic mice (black circles) and aged mice with induced remission (grey squares) confirm the clinical status of the mice. Statistics performed using Kruskal Wallis ANOVA followed by adjustment for multiple comparisons using Dunn's test. \*  $p < 0.05$ ; \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

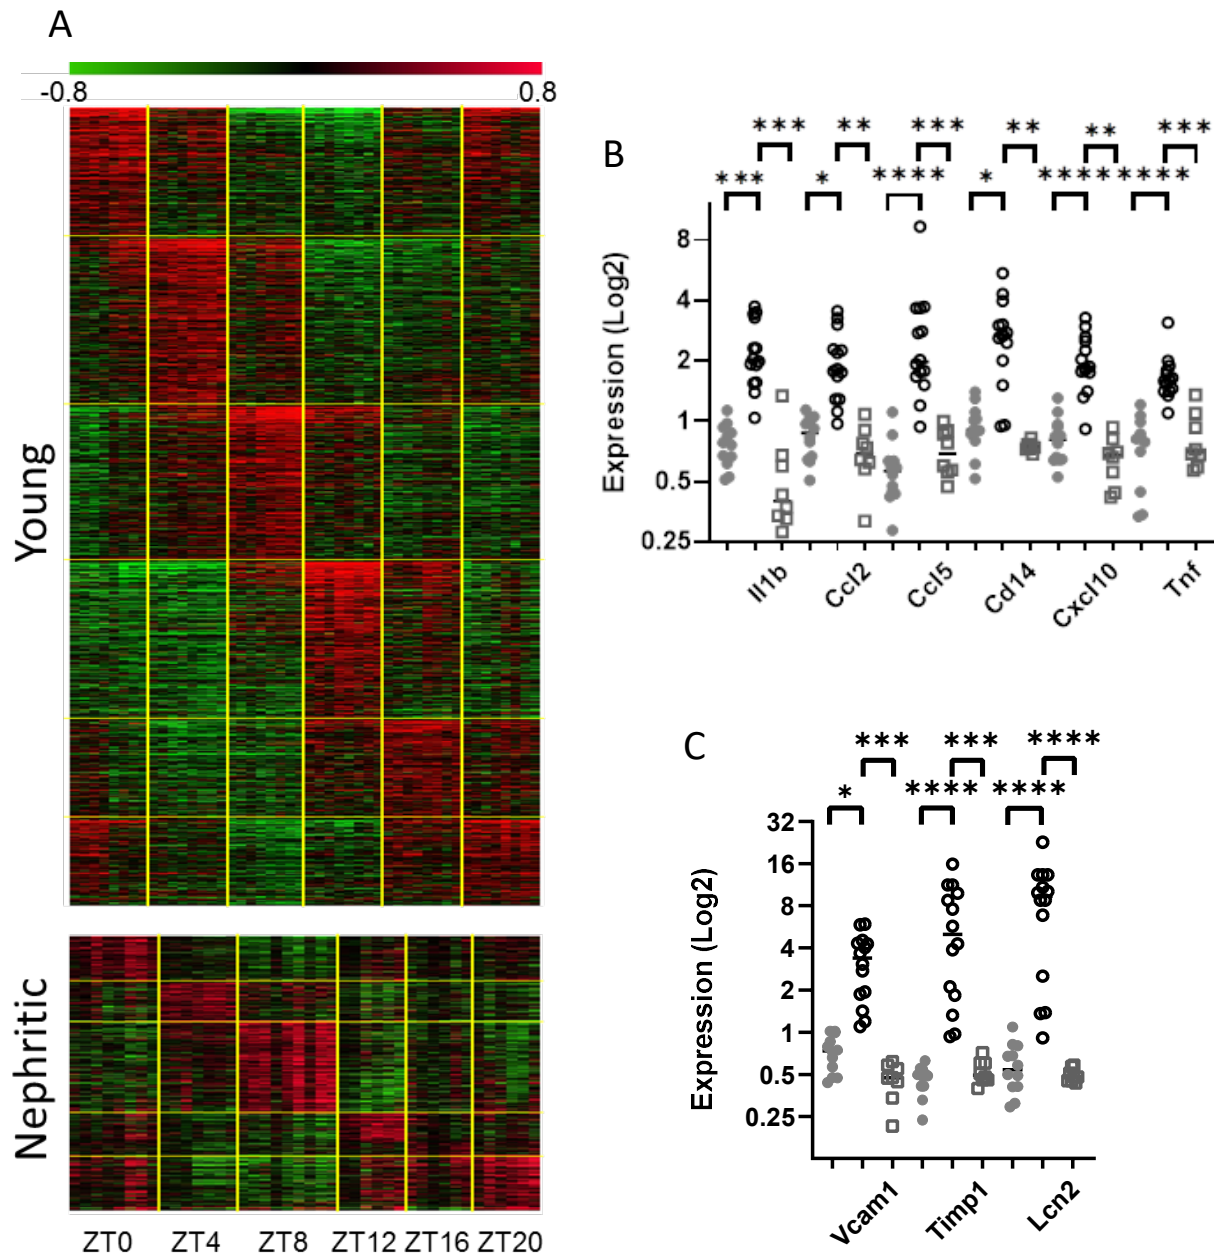

**Supplementary Figure 3: A.** PCR confirmation of a subset of genes, including several master transcriptional regulators of circadian rhythm, from young (black) and nephritic (grey) NZB/W kidneys. **B.** Heatmap of circadian genes in young and nephritic mice. Samples are the same as those shown in Figure 1. Each symbol represents an individual mouse. **C.** Sleep-wake cycles in young and nephritic mice observed over a 24 hour period. Data is displayed as the proportion of the time that the mice were active in each 10 minute-interval where 1=100%. **D:** Analysis of percent active time during the light and dark cycles. Statistics performed using Kruskal Wallis ANOVA followed by adjustment for multiple comparisons using Dunn's test. \*\*\*\*  $p < 0.0001$ .

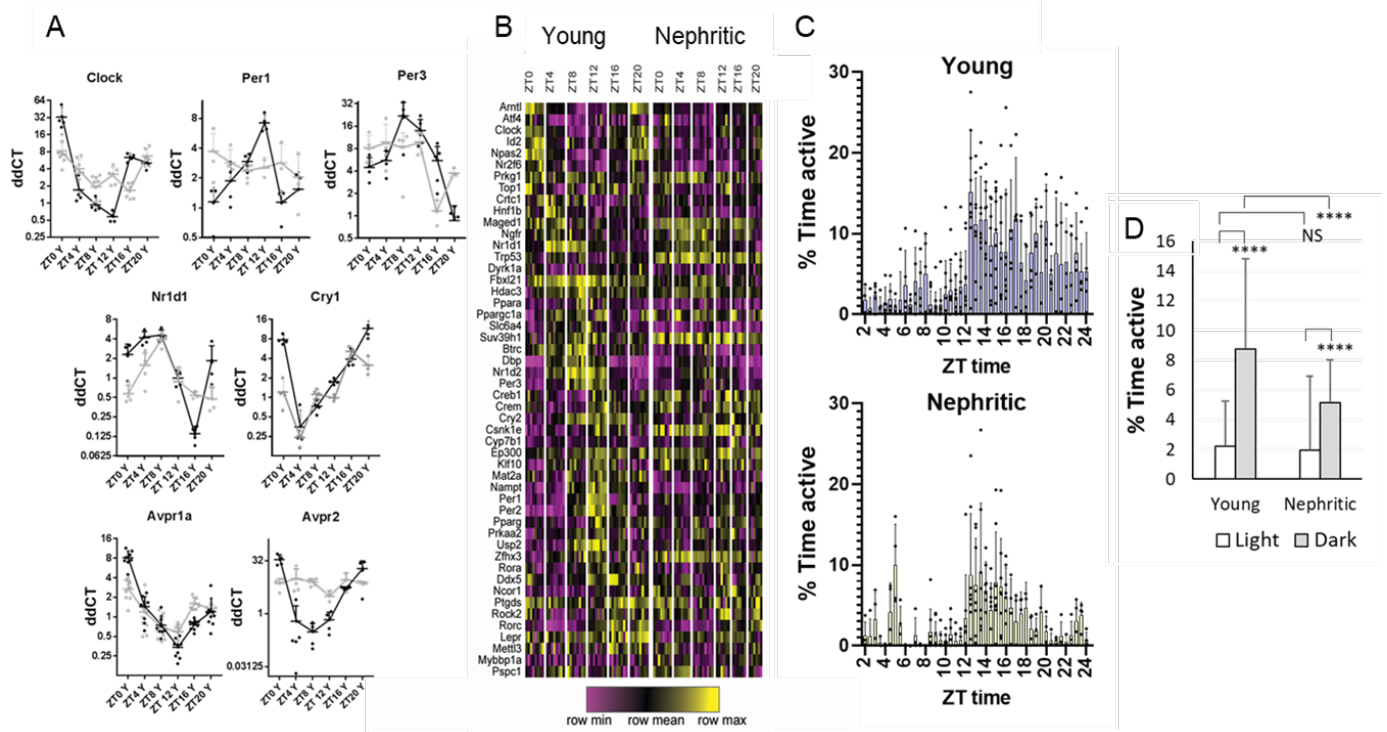

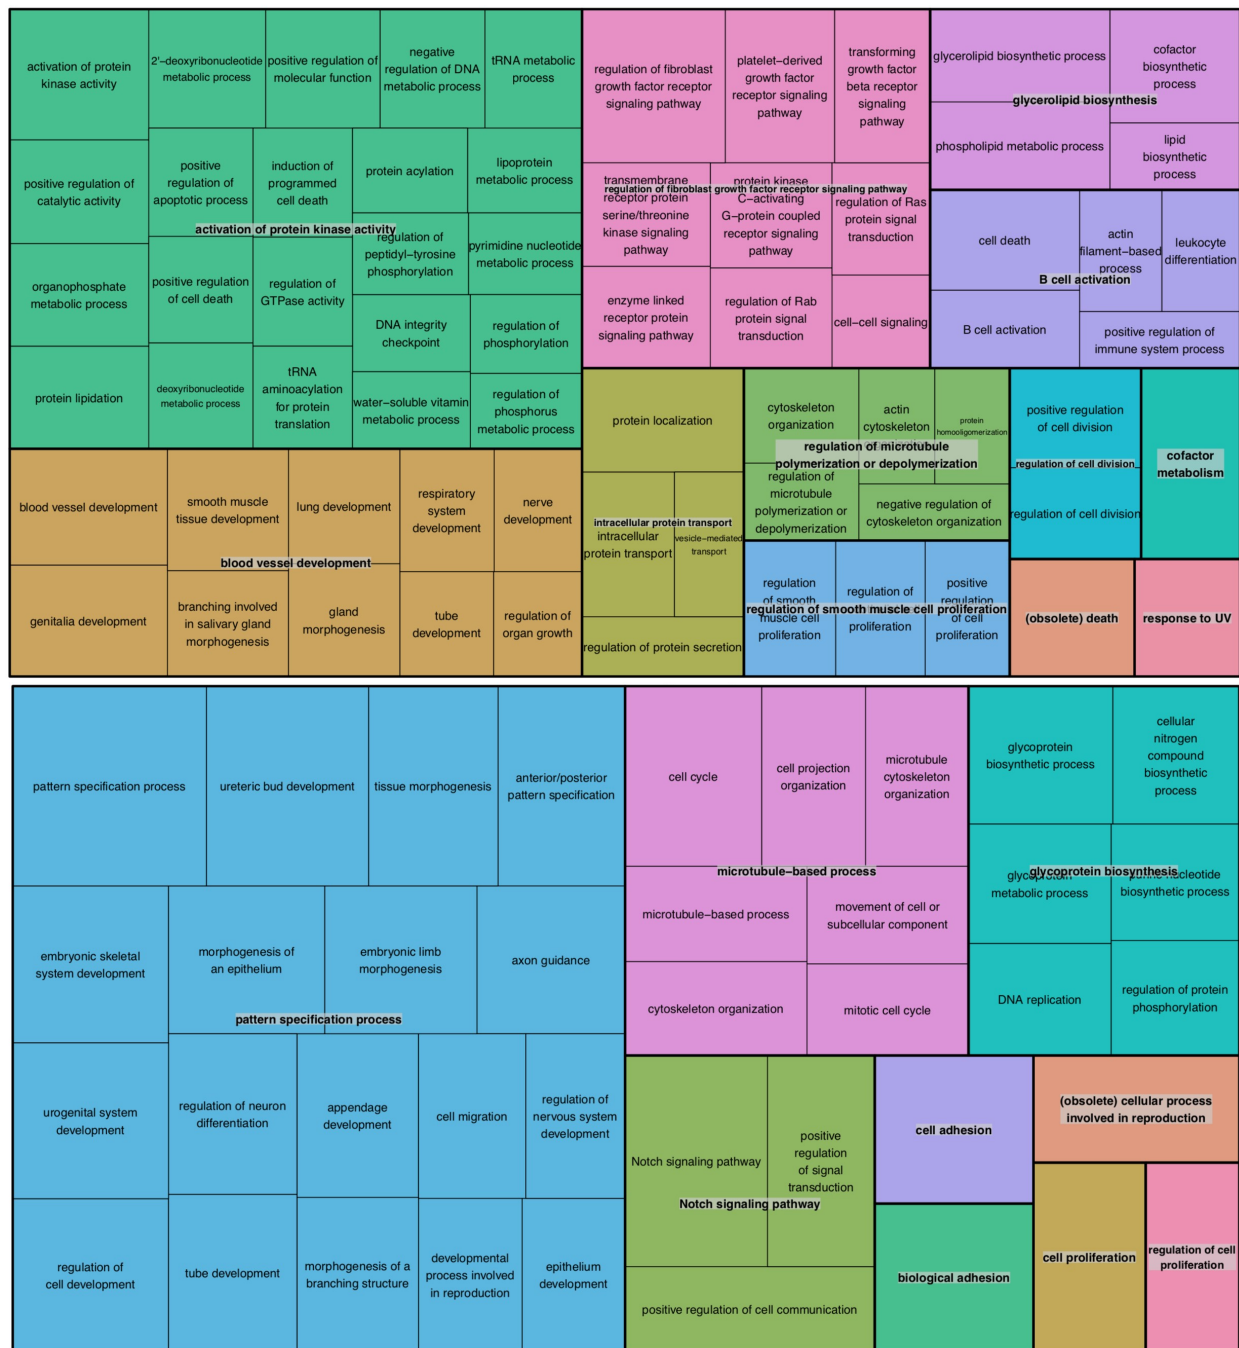

Supplementary Figure 4B: ZT4

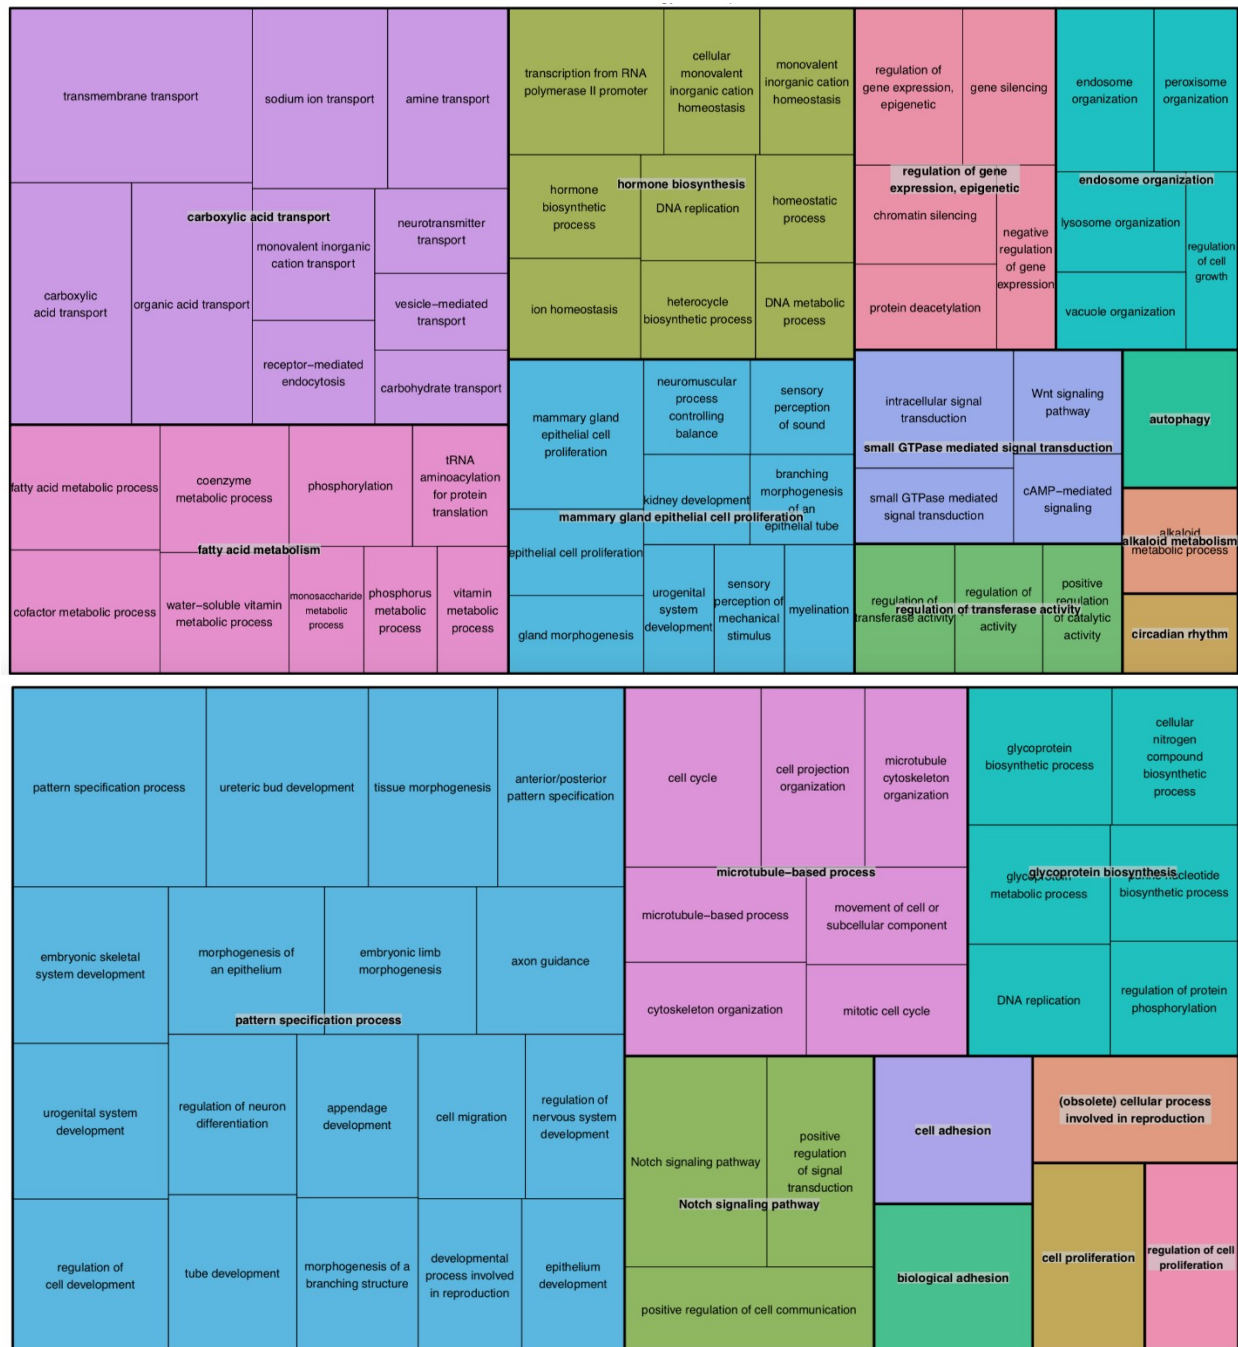

Supplementary Figure 4C: ZT8

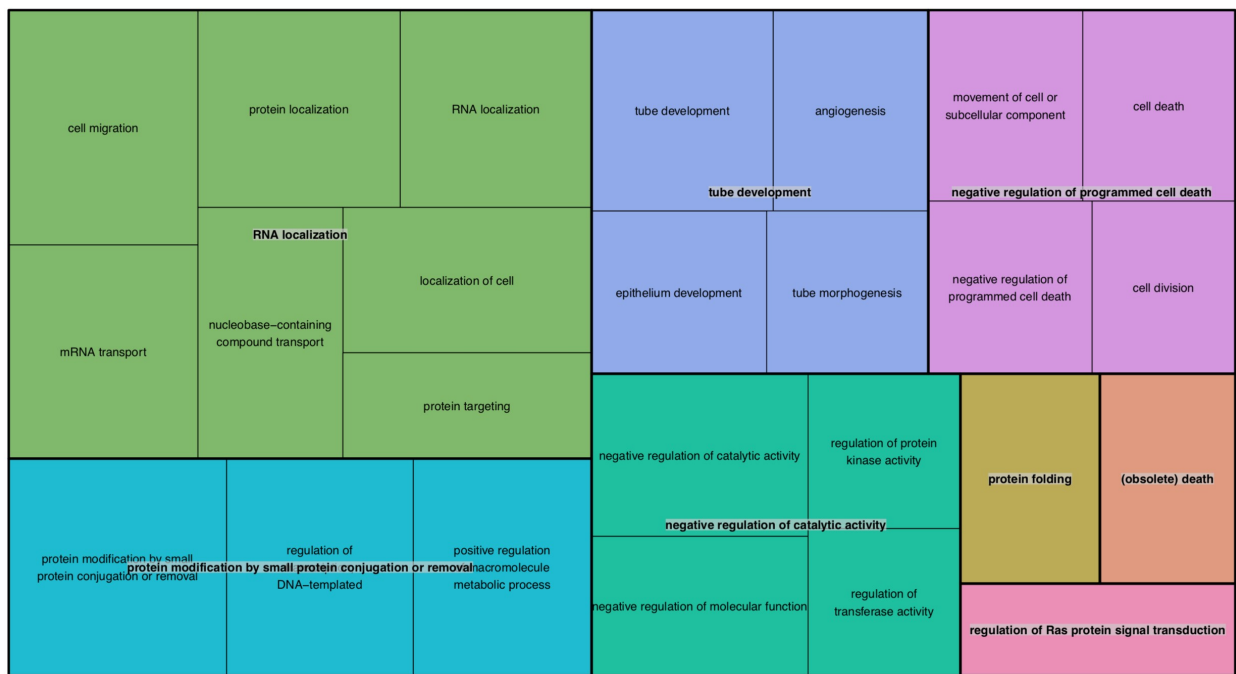

### Supplementary Figure 4D: ZT12

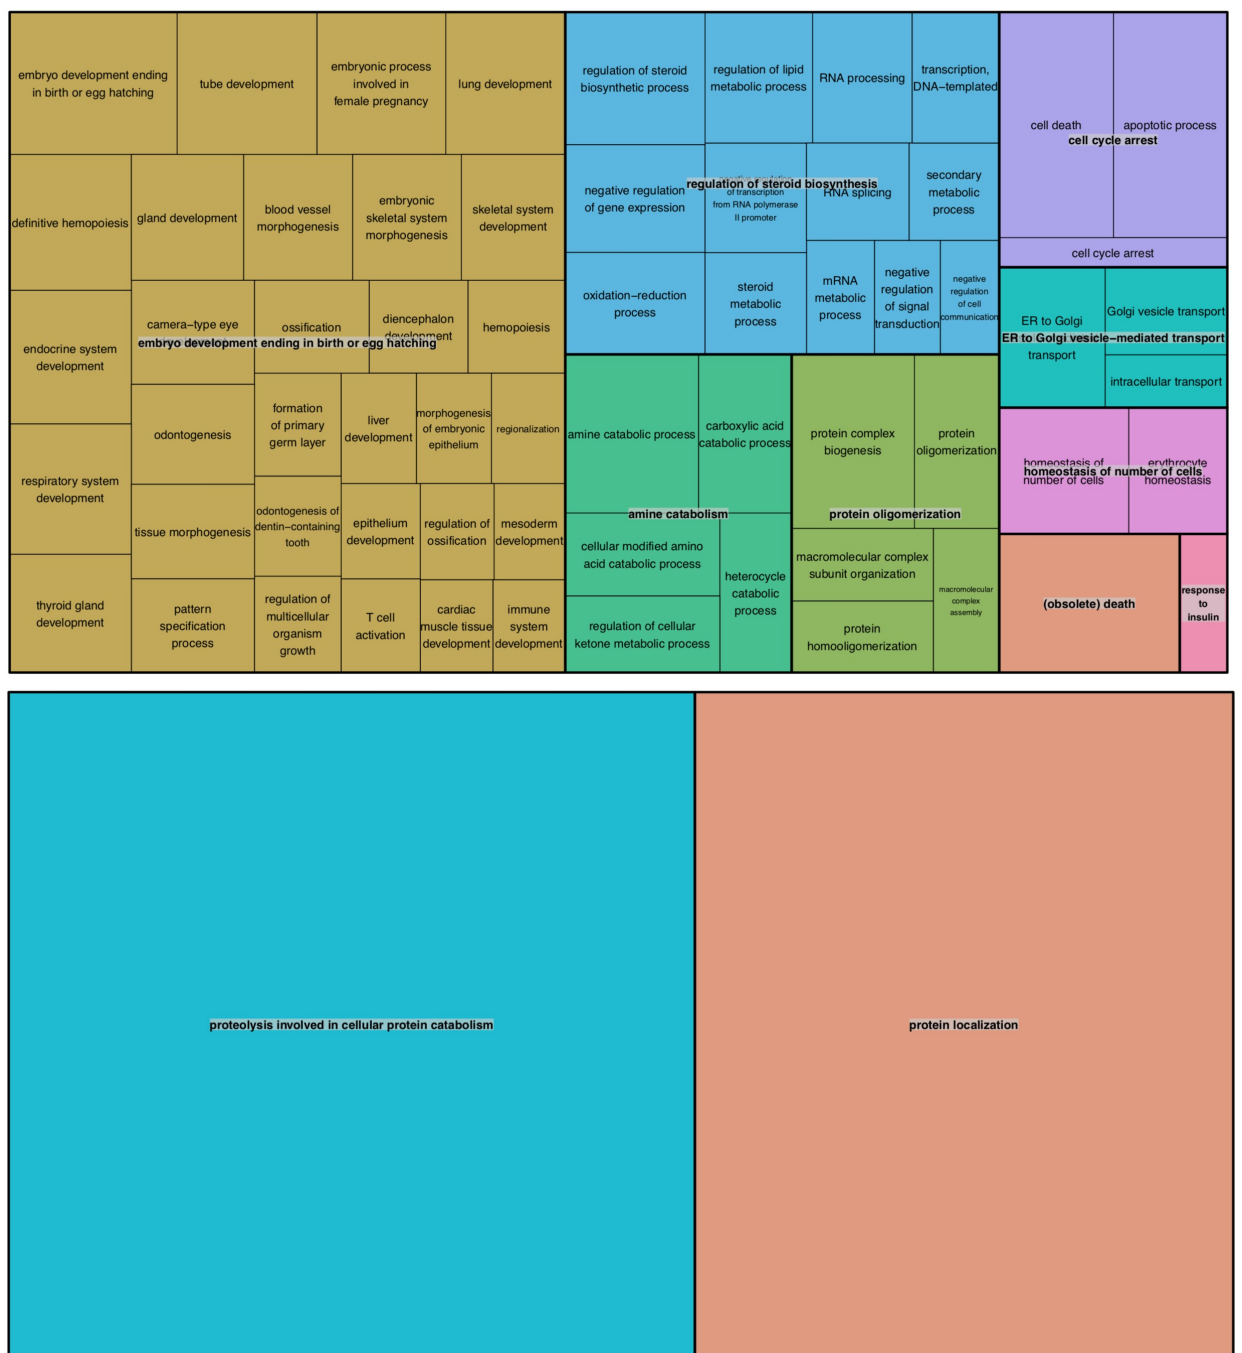

Supplementary Figure 4E: ZT16

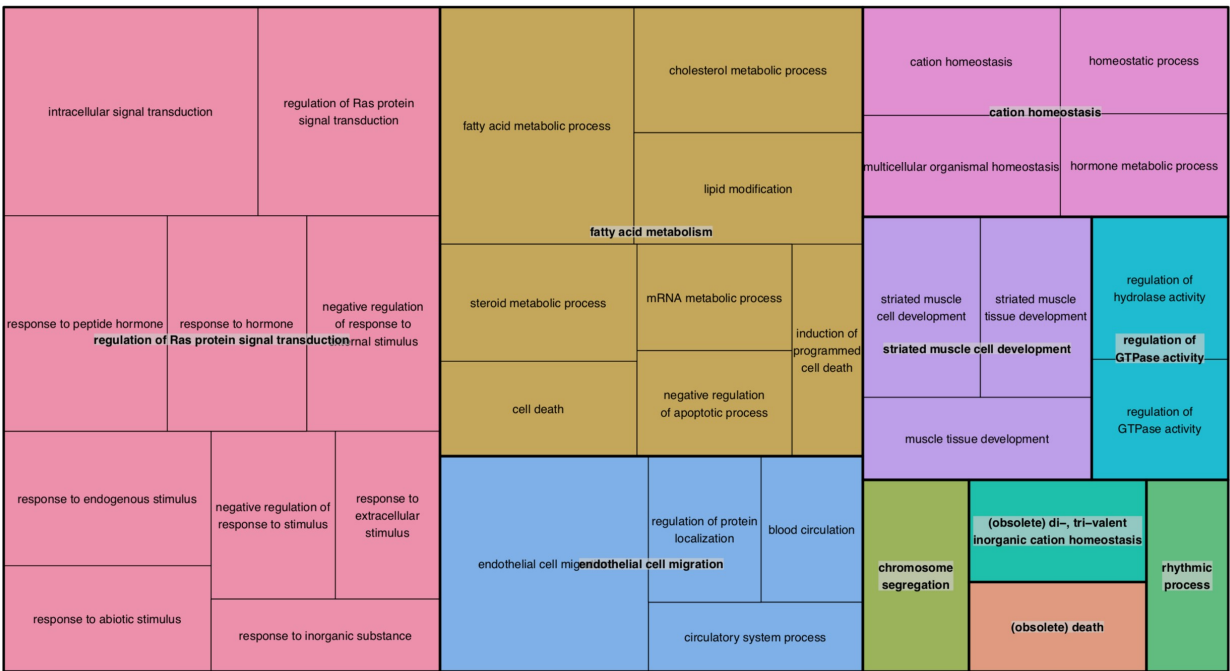

### Supplementary Figure 4F: ZT20

**Supplementary Figure 5:** Urine sodium (A, B), potassium (C, D) and creatinine (E) in young (grey circles) and nephritic (black circles) NZB/W F1 mice. Each symbol represents an individual mouse. Statistics performed using Kruskal Wallis ANOVA followed by adjustment for multiple comparisons using Dunn's test. \*  $p < 0.05$ .

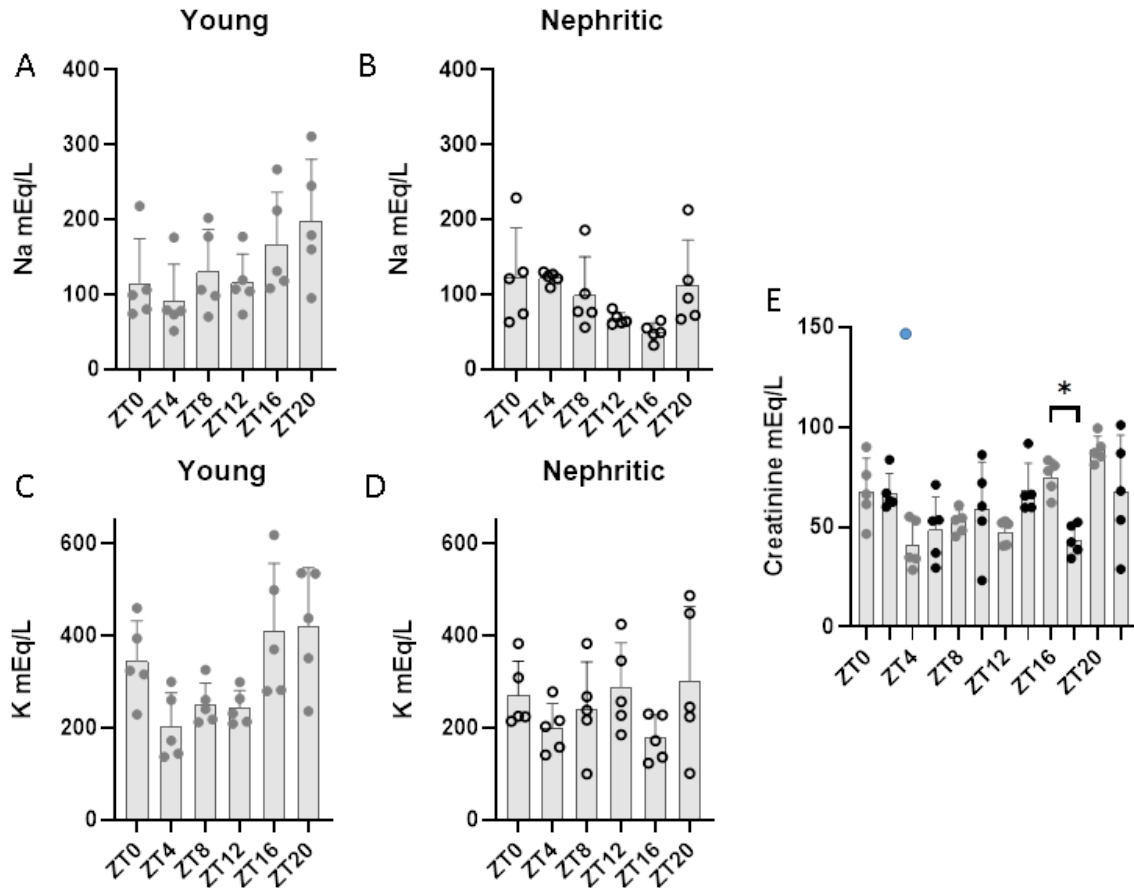

**Supplementary Figure 6:** Changes in serum glucose (**A, B**) and urine glucose (**C**) at the indicated ZT times in young (Y - grey) and nephritic (N – black circles) NZB/W mice.

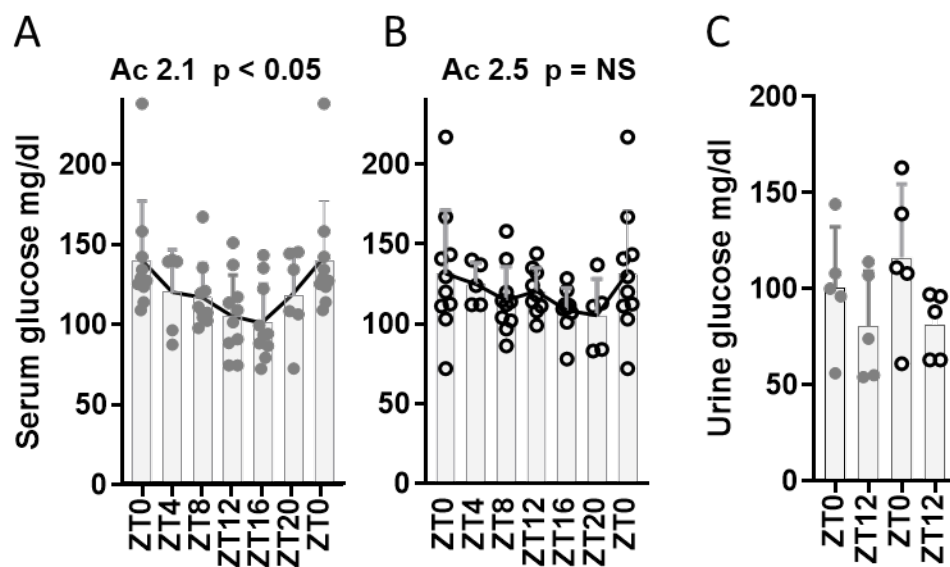

**Supplementary Figure 7:** Pathway analyses of circadian genes that corrected or did not correct after remission induction. A-C: Heatmaps of expression of genes related to circadian rhythm (A), fatty acid metabolism (B) and blood pressure regulation (C) from individual remission mice at ZT0 and ZT12 compared with young and nephritic mice. D-G. Major pathways identified by Ingenuity Pathway analysis that either corrected (green) or failed to correct (blue) after remission induction.

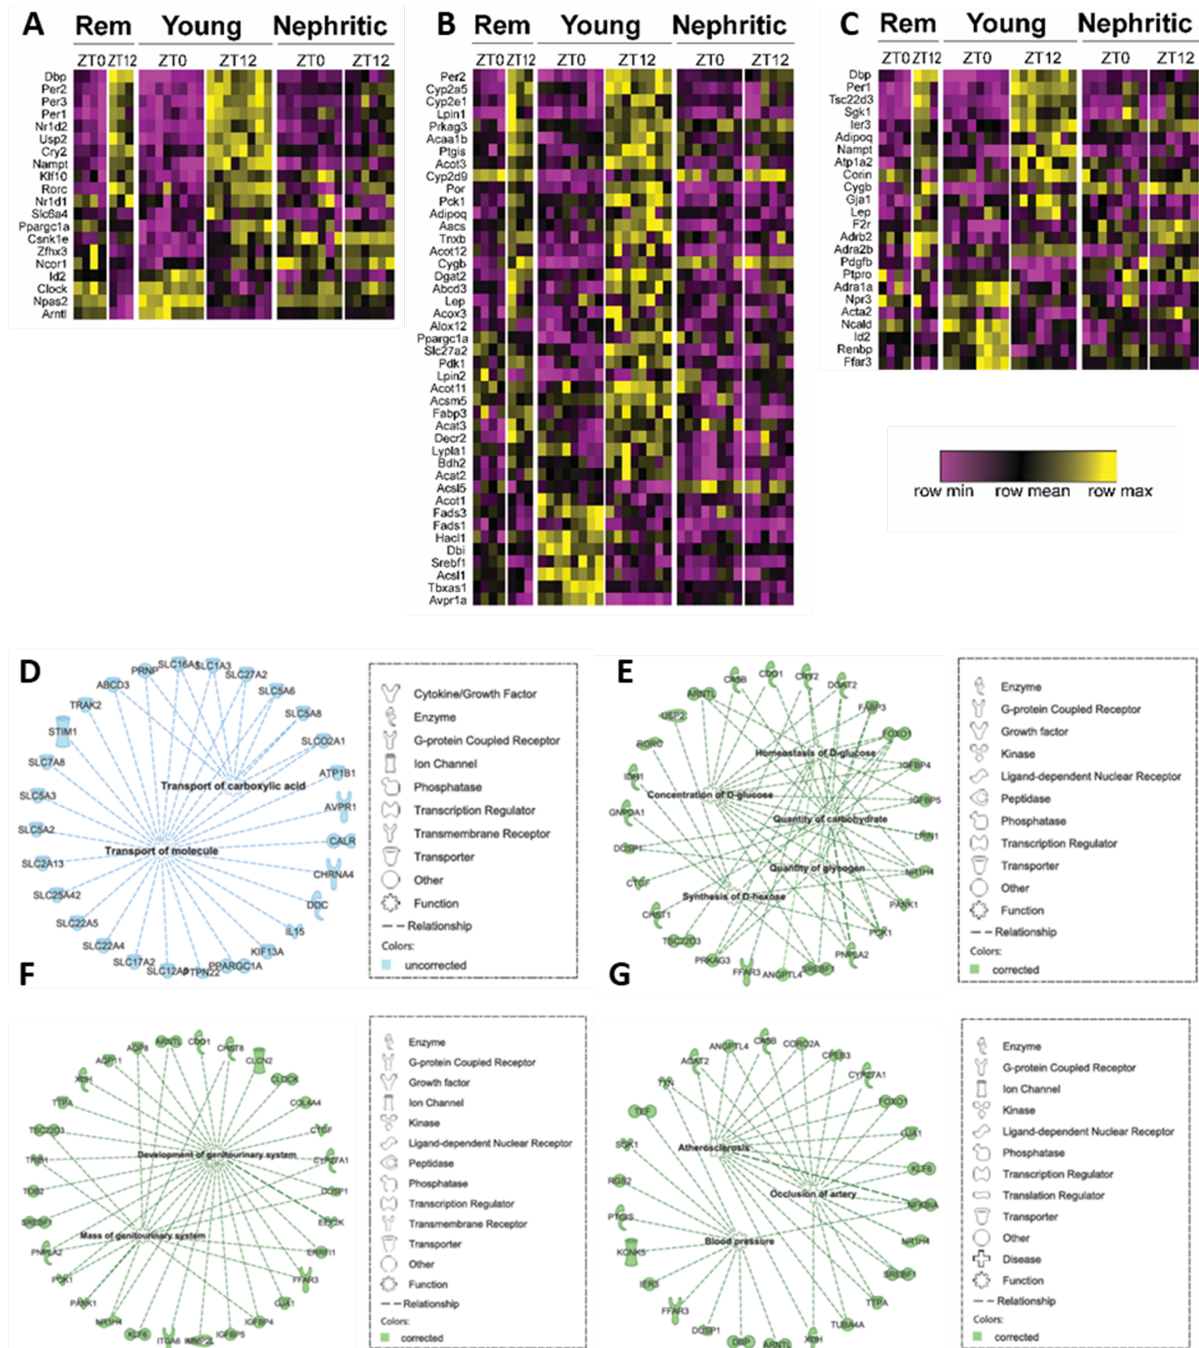

## SUPPLEMENTARY TABLES

**Supplementary Table 2: List of diurnally regulated genes involved in key metabolic and homeostatic functions**

**Supplementary Table 4: List of 320 diurnally regulated genes corrected by ≥50% and not corrected by remission induction**

**Supplementary Table 5: Pathway analysis of 320 diurnally regulated genes corrected and not corrected by remission induction**

**Corrected by remission induction**

How the deposited data were processed for this re-analysis (not part of the article)

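Kidney RNASeq libraries of 30 young, 27 nephritic and 8 remission NZB/W mice were analysed, 69 libraries in all with the 4 repeat libraries of mice sequenced again in the run of the remission mice. The authors aligned the reads to the mouse genome with the Burrows-Wheeler algorithm, counted uniquely aligned reads and deposited read counts per gene symbol, whole numbers without normalization. Each library lists 24538 symbols, and 15 symbols with empty cells in every library were left out. The microarrays that the paper merged with RNASeq by quantile normalization and ComBat, and the C57BL/6 libraries, were not used here. Groups, time points and sets came from the sample labels and Table S1, and repeat libraries entered only the alternatives that use them, in place of the originals or to bridge the runs.

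Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 100 counts over the samples of a fit were kept, where the paper takes the count across all samples, and scaled with TMM factors. Each group was tested over 6 time points with edgeR's quasi-likelihood F test, with the RNASeq set as a covariate and Benjamini-Hochberg adjustment, at an adjusted p of at most 0.05. The difference in rhythm was tested by the group by time terms in a fit of both groups (17521 genes), and the difference in level by the group term with time point and set. Peak time was the time point with the highest set-adjusted mean of log2 CPM with a prior count of 2, and amplitude came from a 24 h cosine and sine on the same scale. The ratio of ZT0 to ZT12 was tested within each group, over 14451 genes in remission mice. The panel held genes with a young adjusted p under 0.05, a ratio of at least 1.25 either way in young mice, and young and nephritic ratios that differed by at least as much.

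Total counts per mouse ranged from 13311278 in a remission mouse to 48075977 in a nephritic mouse. On simulated data, the test over time points recovered 113 of 200 rhythms of amplitude 0.5 in young and 105 of 198 in nephritic mice. The test of a different rhythm recovered 20 of 197 changes there. The spread of the simulated counts was estimated without time, set or group terms, so it took real differences of these kinds as noise. These shares may therefore be too low for the real counts. A gene that does not pass the test of a different rhythm is still not shown to keep its rhythm. Differences of 2-fold between ZT0 and ZT12 were recovered for 153 of 197 genes with the remission mice.

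The genes named are those the paper names for profiling, apart from one that is not reported here, and among genes past the threshold the 5 with the largest amplitude in young mice, the 5 with the largest amplitude among genes rhythmic in nephritic mice only, the 5 with the smallest p for a different rhythm and the 5 with the largest ratio of ZT0 to ZT12 in all remission mice. The last part names no gene, since 0 genes passed there and 1449 had an unadjusted p under 0.05. These choices and the alternatives were set before the data were examined, apart from the 7 remission mice without s9, chosen after seeing the data. The genes whose level changes were compared under the alternatives were also restricted after seeing the data. The alternatives were RLE size factors, DESeq2, limma on log2 counts, no filter on low counts, Set 2 alone, no set covariate, a cosinor test, a rank test in the manner of RAIN, a joint fit of both groups, repeat libraries, an injury covariate, stricter thresholds, other definitions of panel, correction and amplitude, young mice drawn down to the nephritic numbers, a run covariate for the remission mice and leaving out each mouse in turn. Gene positions came from a RefSeq annotation of GRCm38. Functional category enrichment, protein and blood pressure measurements were not analysed here.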

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

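Of the tests in this part, the clock phase of remission mouse s9, the Xist change of the repeat libraries, the X-linked genes, the exchange of nephritic mice in pairs, the tests by time point and of exchanged ZT16 and ZT20 labels, the adrenal covariate and the match of the repeat library were chosen only after the result was seen.

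In groups of 4 to 10 mice at 1 time point, 9 clock gene or Xist values lay far from the others of their group by Dixon's test. This is 9 of 108 groups tested, where chance gives about 5.4. Nephritic ZT8 mouse RX10RU had 18 CPM of Arntl, 10.8 of Per3 and 42.9 of Nr1d1. Nephritic ZT4 mouse RX11LU had 26.6 CPM of Per2, young ZT4 mouse ZT4RU had 13 of Per1 and young ZT20 mouse ZT20LU had 104 of Clock. Remission ZT12 mouse s9 had 27 CPM of Arntl and 9.16 of Cry1.

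Mouse s9 was read against the young mice by its clock genes, which placed it at 23.9 h. That is consistent with a ZT0 mouse under a ZT12 label and also with a clock out of phase in that mouse, and the counts cannot tell these apart, so its label was kept. For the nephritic mice, the absolute difference between clock phase and time of harvest was 2.36 ± 1.89 h (SD, n = 27), against 0.513 ± 0.528 h in young mice (SD, n = 30), each young mouse read with itself left out. Noise as large in young as in nephritic mice would give young mice as large a difference, and a one-sided permutation test gave p = 1e-05, the smallest that the permutations can give. The clock genes of nephritic mice RX12LL and RX11LL matched the young curves at 0.573 and 0.574, where 1 is a full match, so a larger noise of the reading in nephritic mice is not excluded. Of the 2 nephritic mice more than 6 h off, 0 pairs could be exchanged so that each fell near the label of the other, a test that misses exchanges of time points 4 h apart. The difference had a Spearman's rho of 0.17 with the injury score over the 27 mice (permutation p = 0.4, adjusted 0.4 over 7 relations; Pearson's r 0.1, permutation p = 0.62, and 0.063 without the 2 mice with the most extreme score). Within Set 2 rho was 0.3 (permutation p = 0.17), and Set 1 held too few nephritic mice.

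The differences went partly by time point, with the 4 nephritic ZT4 mice at 1.1 to 2.2 h. The 3 ZT16 mice lay at 3.1 to 7.5 h and the 3 ZT20 mice at -3.2 to -2.8 h. At the other time points the differences had both signs, from -3.8 to 2.6 h at ZT0, -5.4 to 0.5 h at ZT8 and -6.2 to 3.3 h at ZT12. Their variance between time points had a permutation p of 0.0059 over the 27 mice, so the mice of a time point are not independent readings, which the p of 1e-05 assumed. Without ZT16 and ZT20 the absolute difference was 1.86 ± 1.64 h (SD, n = 21) in nephritic and 0.536 ± 0.603 h (SD, n = 22) in young mice. With the labels of the nephritic ZT16 and ZT20 mice exchanged, the mean over the 27 mice was 1.74 h, and none of the other 14 exchanges of 2 time points brought it below that of the real labels, the nearest giving 2.8 h, but the exchange was chosen from these phases. Among 6572 genes rhythmic in young mice and outside the clock list, 5 of the 6 mice at ZT16 and ZT20 correlated more with young mice of the other time point than of their own. Of the nephritic mice of ZT0 to ZT12, however, 9 of 21 were nearest young mice of their own. Against an exchange of ZT16 and ZT20, it left 230 genes rhythmic in nephritic mice by the cosinor test, where the real labels gave 362. Whole time points collected or labelled in another order and a change of the clock at these times cannot be told apart, so the labels were kept.

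The group by time test passed for 1099 genes, and 1 of 100 exchanges of mice between the groups, the real one included, gave as many, the largest other count being 255. This test also gives both groups 1 dispersion. How unequal spread between the groups would change its count was not tested, since the exchanges mix the groups. With the labels of the nephritic ZT16 and ZT20 mice exchanged the count was 1415, so such an exchange would not account for the 1099 genes. Among the named genes the adjusted p was 4e-06 for Arntl, 4e-06 for Npas2, 0.00016 for Per3, 0.00016 for Dbp, 0.00016 for Fabp7, 0.0011 for Avpr1a, 0.0036 for Pnmt, 0.0054 for Nr1d2, 0.0091 for Per2, 0.0092 for Chga, 0.021 for Cyp2b10, 0.029 for Cyp11b1, 0.035 for Tsc22d3, 0.042 for Tnf, 0.043 for Cyp11b2, 0.047 for Cyp21a1 and 0.048 for Slc25a33. For Cyp11b1 the nephritic side rests largely on ZT0 mouse RX10LU, with 219 CPM, where the next highest nephritic mouse had 1.36 CPM. Cyp11b2, Cyp21a1, Chga and Pnmt had nephritic means of 1.14, 16.4, 4.09 and 1.24 CPM. Their maxima were 30.3, 431, 107 and 33.1 CPM in that order. Over 27 mice such a mean comes almost wholly from the highest mouse, so the nephritic side of each also rests largely on 1 mouse. The nephritic mice were also older than the young mice, so the group by time test alone cannot tell disease from age. The remission mice, aged 36 to 50 weeks, were collected at 2 time points and are not part of it.

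Cyp11b1, an adrenal gene, reached 9603 counts in a kidney library. Over 65 mice it rose and fell with the mean of Cyp11a1, Star, Cyp21a1 and Mc2r, with a Spearman's rho of 0.837 and a Pearson's r of 0.976 (permutation p = 1e-05 for both, adjusted 1.4e-05 over 7 relations), and r = 0.969 without the 2 most extreme mice. In young mice of Set 2 rho was 0.935. Adrenal tissue in some samples is a candidate source. With the mean of Cyp11a1, Star and Mc2r as a covariate, 2 of Cyp11b1, Cyp21a1, Chga and Pnmt, which are among the largest amplitudes in young mice, still passed. The adjusted p went from 0.00399 to 0.174 for Cyp11b1 and from 0.00362 to 0.0665 for Cyp21a1, so adrenal tissue may account for these 2 rhythms. It went from 0.00065 to 0.0162 for Chga and from 0.00024 to 0.0003 for Pnmt. For Chga and Pnmt the test cannot decide, since their counts in such tissue need not follow the genes of the covariate. In nephritic mice (n = 27) Pnmt had a mean of 1.24 CPM and a maximum of 33.1 CPM. Chga had a mean of 4.09 CPM and a maximum of 107 CPM there. Adipoq reached 1707 counts, and over 65 mice it had a rho of 0.953 and an r of 0.953 with the mean of Plin1, Cidec, Lep and Plin4 (permutation p = 1e-05, adjusted 1.4e-05), and r = 0.946 without the 2 most extreme mice. Within Set 2 rho was 0.964. Fat tissue in some samples is a candidate source, and no biological explanation was tested.

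The log2 change of Xist from nephritic to remission mice was -1.86 (adjusted p = 8.6e-08, n = 8 and 13). The repeat libraries from the remission run had a median log2 change of -0.26 against their originals, too small to account for it. Of Malat1, Neat1, Meg3 and Kcnq1ot1, 3 of 4 were lower past the threshold, where the prediction asked for all, with Malat1 at an adjusted p of 0.0576, so a loss of nuclear RNA is not excluded with confidence. The median log2 change of X-linked genes minus that of autosomal genes was -0.0888, inside the limit of 0.1 but close to it, and the largest count of a Y-linked marker in a remission mouse was 2. No biological explanation was tested. In young ZT8 mouse ZT8LU, Xist was 62.7 CPM and between 818 and 886 CPM in the other ZT8 mice. Of Kdm6a, Kdm5c, Ddx3x and Eif2s3x, which are expressed from both X chromosomes, 4 of 4 were lowest in that mouse, which is consistent with the loss of an X chromosome.

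The repeat library of nephritic ZT12 mouse RX11RU had an SD of log2 ratios of 0.397 to its own original over 10077 genes and 0.161 to that of nephritic ZT4 mouse RX11LU. The other 3 repeats were nearest their own originals, at 0.141 to 0.183. A mislabelled repeat is a candidate explanation, and the labels were kept.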

How the results depend on the processing

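No test in this part was chosen only after its result was seen, apart from the alternative of the 7 remission mice. The restriction of level changes given below was also made after seeing the data. Of 242 comparisons of the 23 results with an alternative, 176 stayed within 1.5 times the count, or within the error for the amplitude ratio. In every other case below the cause was not tested.

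With DESeq2 in place of edgeR, 5642 genes were rhythmic in nephritic mice, 3159 in both groups, 2064 of them within 4 h, and 2121 had a different rhythm. There 86 Slc genes were rhythmic in nephritic mice and 67 in both, 26 mitochondrial genes in young mice, and 594 nephritic and 24 remission genes differed between ZT0 and ZT12. With limma, 654 genes had a different rhythm. With Set 2 alone, 1715 genes had a different rhythm, 4 differed between ZT0 and ZT12 in nephritic mice and 208 panel genes were corrected. Without the set covariate, 1994 genes were rhythmic in nephritic mice, 1175 in both, 784 of them within 4 h, 819 in nephritic mice only, 30 Slc genes in nephritic mice and 24 in both, and 1459 differed between ZT0 and ZT12 in young mice.

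With the cosinor test, 362 genes were rhythmic in nephritic mice, 238 in both, 192 of them within 4 h, 124 in nephritic mice only, and 121 had a different rhythm. There 8 fatty acid and 8 Slc genes were rhythmic in nephritic mice, 7 Slc genes in both and 31 mitochondrial genes in young mice. With the rank test, 1349 genes were rhythmic in nephritic mice, 634 in both, 503 of them within 4 h, 715 in nephritic mice only, and 16 Slc genes in nephritic mice and 11 in both. In a joint fit of both groups, 3721 genes were rhythmic in young mice and 4859 in nephritic mice, 3174 in nephritic mice only, 43 fatty acid and 97 Slc genes in young mice, 84 Slc genes in nephritic mice and 5 mitochondrial genes in young mice.

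With repeat libraries in place of originals, 31 Slc genes were rhythmic in nephritic mice and 25 in both, and 2 genes differed between ZT0 and ZT12 in nephritic mice. With the injury covariate, 6083 genes were rhythmic in nephritic mice, 3137 in both and 2946 in nephritic mice only. At an adjusted p of at most 0.01, 3617 genes were rhythmic in young and 1001 in nephritic mice, 464 in both, 289 of them within 4 h, 537 in nephritic mice only, and 117 had a different rhythm. There 13 fatty acid and 8 Slc genes were rhythmic in nephritic mice, 6 Slc genes in both and 5 mitochondrial genes in young mice, 1337 young and 2 nephritic genes differed between ZT0 and ZT12, and 4 markers were lower in remission. With Set 2 nephritic mice alone, 4 markers were lower in remission, and with a run covariate bridged by the 4 repeated mice 5 were.

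With a difference of at least 50%, the panel held 284 genes, 137 of them corrected, and at 75% correction 202 were. With the range in place of the cosine amplitude, the median amplitude ratio was 1.00. In the 7 remission mice without s9, whose ratios lie nearest Table S4, chosen after seeing the data, 202 genes differed between ZT0 and ZT12.

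Leaving out each mouse in turn gave 5865 to 6993 rhythmic genes in young mice, 2546 to 4319 in nephritic mice, 1093 to 2040 in nephritic mice only, 638 to 1771 with a different rhythm, 6 to 29 mitochondrial genes in young mice, 2 to 16 genes between ZT0 and ZT12 in nephritic mice and 0 to 202 in remission mice. The count of corrected panel genes was 265 to 427.

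The nephritic ratio of ZT0 to ZT12 changed sign for G6pc to -0.17 with Set 2 alone, and for Pck1 to -0.59 with Set 2 alone, -0.32 without the set covariate. With each nephritic mouse left out in turn it ranged from -0.0198 to 0.830, with the sign changed without mouse HIL5RU or HIL5LL. Of 1982 values of named genes under the other alternatives, 1827 kept direction and side of the threshold, 99 became weaker, 53 stronger and 3 reversed. Of 7727 values with a mouse left out, 7394 kept both, 242 became weaker, 89 stronger and 2 reversed. Changes in level between groups are covered for the genes whose level the paper speaks of. That restriction was made after seeing that small level changes of Avpr1a, Fabp7, Cry1, Per1, Per2, Clock, Sgk1, Cyp11b2, Tsc22d3 and Cyp2b10 changed sign under alternatives, and no level change is given for these genes. The depth was 19725220 counts at the median in remission mice, the lowest of the groups.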

Differences from the paper's values

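No test was chosen after the result was seen in this part. The values are those of RNASeq alone, and the paper's come from merged RNASeq and microarray data. Where an alternative set before the data were examined came within 1.5 times the paper's value, or nearer to it than the SD of the fits with a mouse left out, it is named, and the other such alternatives did not.

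Genes past the test over time points numbered 6583 against the paper's 2319 in young mice, which no alternative reached, and 3646 against the paper's 860 in nephritic mice, which an adjusted p of at most 0.01 reached with 1001. With the rank test they numbered 5665 against the paper's 2262 in young mice and 1349 against the paper's 755 in nephritic mice, and no alternative was run for these 2 counts. Genes rhythmic in both groups numbered 1987 against the paper's 364, reached at an adjusted p of at most 0.01 with 464. The cosinor test gave 238, outside 1.5 times the paper's value but nearer to it than that SD. Genes rhythmic in either group numbered 8242 against the paper's 2653, which no alternative reached. Shared genes with the same peak numbered 564 against the paper's 140 and those 4 h apart 670 against the paper's 158, reached at an adjusted p of at most 0.01 with 145 and 144. Genes rhythmic in nephritic mice only numbered 1659 against the paper's 391, reached at that threshold with 537.

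Slc genes rhythmic in young mice numbered 194 against the paper's 85, reached by the joint fit with 97. In nephritic mice they numbered 50 against the paper's 21, reached without the set covariate with 30, by the rank test with 16 and with repeat libraries with 31. In both groups they numbered 38 against the paper's 10, reached by the cosinor test with 7 and the rank test with 11.

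The remission panel held 781 against the paper's 320 genes, reached with a difference of at least 50% with 284. Corrected genes numbered 349 against 148 in the paper's text and 205 in the paper's Table S4. The first was reached by Set 2 alone with 208, a difference of at least 50% with 137 and 75% correction with 202. The second was reached by the same alternatives, and also without the set covariate with 241 and at an adjusted p of at most 0.01 with 253. Genes not corrected numbered 432 against 172 in the paper's text and 115 in the paper's Table S4, both reached with a difference of at least 50% with 147.

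The paper describes no daily pattern for the inflammatory and injury genes, while Cd14 had an adjusted p of 1.3e-05 over time points in young mice. It describes a gain of rhythm for G6pdx and H6pd in nephritic mice, where their adjusted p were 0.227 and 0.843. It places the peak of Slc5a2 in young mice at ZT8, and the highest mean here was at ZT4. It describes a flattened rhythm of Agtr1a, whose amplitude was 0.27 (SE 0.06) in nephritic and 0.12 (SE 0.03) in young mice. It describes low amplitudes for the genes rhythmic in nephritic mice only, whose median was 0.14, and 0.15 for the shared genes in the same mice. By the rank test, 715 genes were rhythmic in nephritic mice only, with a median of 0.37. It describes most genes rhythmic in young mice as dampened, and the median ratio was 0.624 by cosine amplitude and 1.00 by range. It describes higher expression of Scnn1b, whose adjusted p for level was 0.0579. It describes a reversal of gluconeogenic genes on remission, and G6pc did not differ between ZT0 and ZT12 in young mice (adjusted p = 0.492). The cosine of G6pc peaked at 17.7 h there, between ZT12 and ZT0, so this ratio cannot show a loss or reversal of its rhythm. The ratio of Pck1 was -0.88 in young, 0.44 (SE 0.72) in nephritic and -0.95 (SE 0.35) in all 8 remission mice, the direction the paper describes. The nephritic ratio changed sign with Set 2 alone. Idh1 was not in the panel.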

Other observations

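The injury covariate was set in advance as another way to fit the counts, but its use below to explain the lower count was chosen only after the result was seen, as were the reverse ratio of amplitudes and the exchange of ZT16 and ZT20 labels.

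Mice were exchanged between time points or groups, and each count below is the number of assignments with a result as large, the real one included. For young mice over time points it was 1 of 100, for their fatty acid genes 1 of 100, for Slc genes 1 of 100 and for mitochondrial genes 1 of 100. For nephritic mice it was 1 of 100, for their fatty acid genes 1 of 100, for Slc genes 1 of 100 and with the injury covariate 1 of 100. The authors chose the fatty acid genes from rhythmic genes, so their counts over time points do not test that choice. For the level between nephritic and young mice the number of assignments was 1 of 100, and for lower fatty acid genes 1 of 100. For remission against nephritic mice it was 1 of 100, where the remission mice had a run of their own. Between ZT0 and ZT12 it was 1 of 100 in young and 2 of 100 in nephritic mice, where another assignment gave 865 genes.

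In remission mice between ZT0 and ZT12 it was 35 of 35 for all 8 mice, with 0 genes, and 1 of 35 for the 7 mice without s9. For the panel it was 4 of 70 for all 8 mice, where the other assignments gave a median of 125 corrected genes and at most 400. A correction of 349 genes was thus uncommon among the assignments, but an arbitrary assignment is not excluded. For the 7 mice the number was 1 of 35. The 7 mice were found by the ratios of Table S4, so the last value does not test that choice. Genes chosen for a difference move back by themselves: nephritic mice of Set 1 in place of remission mice corrected 34.2% of a panel chosen with Set 2, against 48.4% for all 8 remission mice and 59.7% for the 7. No limit for a clearly smaller share was fixed in advance, and how much of the correction is of this kind cannot be told.

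Fewer genes were rhythmic in nephritic than in young mice when each group was fitted alone, and 1 of 100 exchanges gave as large an excess. In a joint fit with a shared dispersion the order was the reverse, with 4859 genes in nephritic and 3721 in young mice, so the lower count depends on how the groups are fitted. Young mice drawn down to the nephritic numbers gave a median of 6020 genes, so the number of mice does not account for it. With the mean of Lcn2, Timp1 and Vcam1 as a covariate, 6083 genes were rhythmic in nephritic mice. A spread in injury between these mice could thus account for the lower count. The covariate was fitted in nephritic mice only, so whether the gap to young mice closes was not tested.

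The lower amplitude of genes rhythmic in young mice was reached in 2 of 100 exchanges. These left a median of 420 rhythmic genes to compare, against 6522, so they do not measure the effect of the choice of genes. Genes rhythmic in nephritic mice had a young over nephritic ratio of 1.13, above 1, so the choice of genes does not account for all of the lower amplitude. With the injury covariate the ratio was 0.617. With the clock phase of each mouse in place of its time of harvest it was 0.572, and with the labels of the nephritic ZT16 and ZT20 mice exchanged 0.597, so none of these raised it. The ratio by range was 1.00, so a lower amplitude may hold only for the 24 h wave.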
